# Multi-antigen Vaccination With Simultaneous Engagement of the OX40 Receptor Delays Malignant Mesothelioma Growth and Increases Survival in Animal Models

**DOI:** 10.3389/fonc.2019.00720

**Published:** 2019-08-02

**Authors:** Peter R. Hoffmann, Fukun W. Hoffmann, Thomas A. Premeaux, Tsuyoshi Fujita, Elisa Soprana, Maddalena Panigada, Glen M. Chew, Guilhem Richard, Pooja Hindocha, Mark Menor, Vedbar S. Khadka, Youping Deng, Lenny Moise, Lishomwa C. Ndhlovu, Antonio Siccardi, Andrew D. Weinberg, Anne S. De Groot, Pietro Bertino

**Keywords:** cancer vaccines, OX40, mesothelioma, epimatrix, immunotherapy

## Abstract

Malignant Mesothelioma (MM) is a rare and highly aggressive cancer that develops from mesothelial cells lining the pleura and other internal cavities, and is often associated with asbestos exposure. To date, no effective treatments have been made available for this pathology. Herein, we propose a novel immunotherapeutic approach based on a unique vaccine targeting a series of antigens that we found expressed in different MM tumors, but largely undetectable in normal tissues. This vaccine, that we term p-Tvax, is comprised of a series of immunogenic peptides presented by both MHC-I and -II to generate robust immune responses. The peptides were designed using *in silico* algorithms that discriminate between highly immunogenic T cell epitopes and other harmful epitopes, such as suppressive regulatory T cell epitopes and autoimmune epitopes. Vaccination of mice with p-Tvax led to antigen-specific immune responses that involved both CD8^+^ and CD4^+^ T cells, which exhibited cytolytic activity against MM cells *in vitro*. In mice carrying MM tumors, p-Tvax increased tumor infiltration of CD4^+^ T cells. Moreover, combining p-Tvax with an OX40 agonist led to decreased tumor growth and increased survival. Mice treated with this combination immunotherapy displayed higher numbers of tumor-infiltrating CD8^+^ and CD4^+^ T cells and reduced T regulatory cells in tumors. Collectively, these data suggest that the combination of p-Tvax with an OX40 agonist could be an effective strategy for MM treatment.

## Introduction

Malignant Mesothelioma (MM) is a rare but highly aggressive cancer that develops from mesothelial cells lining the pleura and other internal cavities and is often associated with asbestos exposure. To date, no effective treatments are available for MM (1). Over the past decade, immunotherapeutic approaches have created new opportunities to efficiently combat cancer progression. The introduction of CAR T-cell therapies as well as the successful use of antibody-based inhibitors of immune checkpoints (e.g., Cytotoxic T Lymphocyte Associated protein 4, CTLA-4; Programmed cell Dead protein 1, PD-1; and its ligand PD-L1) have invigorated the field of immunotherapy and benefited an increasing number of cancer patients (2). Anti-tumor therapy using personalized vaccines individually tailored for immune responses against the patient's mutanome have been demonstrated to improve the therapeutic outcome of biologics (3, 4). This approach, however, includes limitations such as potential delays between biopsy, design and production of the vaccine, in addition to high costs for vaccine production. Moreover, MM vaccines containing epitopes that are common to MM may be used as a means to prevent tumor development, for individuals exposed to asbestos and in regions of the world where MM risk is high. MM requires up to 40 years from the time of asbestos exposure to the development of disease, therefore, it is conceivable that preventive vaccination approaches such as the one currently used for HPV-associated cervical cancer might similarly reduce MM incidence.

Herein, we describe the development of a novel immunotherapeutic approach based on a unique vaccine that targets a series of self-antigens that we found to be commonly over-expressed in different MM mouse tumors compared to normal tissues. Efficacious treatment using this vaccine is demonstrated in three different MM animal models, suggesting this approach may be used as a model to develop an off-the-shelf immunotherapy for human patients that overcomes some of the limitations of personalized anti-cancer vaccines described above. Our vaccine, named p-Tvax, is comprised of a series of immunogenic peptides containing both MHC-I and -II restricted T cell epitopes and derived from multiple MM antigens. The antigens included in the vaccine were chosen based on their high expression in MM tumor tissues and low levels in normal tissues in an attempt to minimize the risk of triggering immune responses against healthy tissues. Each peptide was designed using the iVAX platform comprising of state-of-the-art *in silico* algorithms including EpiMatrix and JanusMatrix, which have been previously demonstrated as effective tools to discriminate between highly immunogenic T cell epitopes and other undesirable epitopes such as suppressive regulatory T cell epitopes (Tregitopes) or autoimmune epitopes (autoepitopes) (5–7). JanusMatrix's ability to identify tumor epitopes cross-conserved with autoepitopes is particularly relevant for designing new cancer immunotherapies, as exemplified by previous therapies failing due to off-target cardiac or neurologic toxicities (8, 9).

Even if peptide-based vaccines are found to activate anti-cancer T cells, the efficacy of these immune cells is mitigated within the tumor microenvironment by several mechanisms. Many of these suppressive mechanisms are driven by immunological checkpoint molecules such as PD-1 and CTLA-4, or by immune co-stimulatory proteins such as OX40. To overcome these suppressive mechanisms and generate effective anti-tumor immune responses, we have combined p-Tvax with an OX40 agonist. OX40 is a Tumor Necrosis Factor receptor family member that is expressed by both activated T effector cells and Foxp3^+^ T regulatory cells (Tregs). Ligands that promote OX40 signaling, as well as agonistic monoclonal antibodies (mAbs) that target this molecule, induce the activation and proliferation of effector T cells, while reducing Treg activity through the inhibition of Foxp3 gene expression (10–12). Humanized versions of OX40 agonists have been positively evaluated in a phase I clinical trial, and are now under investigation in phase II (13). In this study, we present results of this dual therapeutic approach that support the concept that a universal cancer vaccine for MM may offer a safe and potentially curative therapy for this deadly cancer when combined with mAbs that target T cell co-stimulation.

## Materials and Methods

### Mice and Cells

Female 6–8 week-old BALB/c mice were obtained from the Jackson Laboratory. Animal experiments were performed in accordance with institutional guidelines and approved by the University of Hawaii IACUC (#16-2355). Murine AB12 MM cells derived from asbestos-induced tumors in a BALB/c mouse were provided by Dr. B. Robinson (University of Western Australia, Nedlands, Australia) (14). Murine CRH5 and EOH6 MM cells were isolated from peritoneal ascites developed in asbestos- or erionite-injected mice in carcinogenesis experiments as previously described (15). Mesothelial cells were isolated as previously described from naive BALB/c mice (16). All cells were cultured in Ham's F12 medium (Corning) containing 10% fetal bovine serum (FBS) and antibiotics. All MM cells used in this study were provided to our laboratories or purchased between 2004 and 2007.

### Transcriptome Microarray Analysis

BALB/c mice were injected subcutaneously (s.c.) with 10^5^ of either CRH5 or EOH6 MM cells. When tumors reached 100 mm^3^ they were excised and total RNA was extracted. At the same time, RNA was isolated from lungs and kidneys excised from naïve BALB/c mice. RNA expression in the different tissues was evaluated using the Clariom S Mouse Array (Affymetrix). Expression values were normalized and summarized into transcript clusters for analysis using Robust Multi-array Average approach in Array Studio (OmicSoft, Cary, NC). One-way ANOVA was used to look for differential expression between normal and tumor samples, and *p*-values were adjusted for multiple comparisons using the Benjamini-Hochberg False Discovery Rate (FDR) method. Only candidates with FDR-adjusted *p* < 0.001 were considered. The data gathered from this analysis were deposited in the Gene Expression Omnibus (GEO) database (Accession Number: GSE122004).

### Western Blot Analysis

Frozen tumors and normal tissues were lysed in ice-cold buffer containing 150 mM NaCl, 50 mM Tris, 1% Triton X-100, 1% sodium deoxycholate, and protease inhibitor cocktail (Roche Applied) at 4°C for 1 h. Insoluble material was removed by centrifugation at maximum speed for 5 min, and total protein in the supernatant was determined using a Bradford assay reagent (Bio-Rad). After adjusting to equal protein concentration, lysates were boiled in SDS sample buffer and then separated by SDS-PAGE, followed by transfer of the proteins onto nitrocellulose membranes. Blots were incubated with primary anti-TROAP (Clone 3-11, Novus Biological), anti-OLFML2B (Mybiosurce), anti-KIF20A (Clone D-3 Santa Cruz), or anti-β-actin (Sigma) for 1.5 h, washed, incubated with appropriate HRP-conjugated secondary antibody (1:20,000; Li-Cor), and visualized using the Odyssey Scanner (Li-Cor).

### Epitope Selection and Peptide Synthesis

Antigens selected after the transcriptomic analysis were screened for BALB/c MHC-I (H2-Dd, H2-Kd) and MHC-II (H2-IAd, H2-IEd) restricted T cell epitopes using the EpiMatrix algorithm. In addition, putative Tregitopes and autoepitopes were identified using the JanusMatrix algorithm (6). Briefly, each protein sequence was first parsed into overlapping 9-mer frames. Each frame was then evaluated with EpiMatrix and JanusMatrix to determine its likelihood of binding to MHC-I (H2-Dd, H2-Kd) and MHC-II (H2-IAd, H2-IEd) alleles and its potential to induce Tregs, respectively. One peptide sequence enriched in MHC-I and -II epitopes and devoid of putative Tregitopes was derived from each selected antigen. Synthetic peptides were manufactured by twenty-first century Biochemicals (Marlboro, MA) using fluorenylmethoxycarbonyl chemistry and solid-phase synthesis and purified by high-pressure liquid chromatography. The quality of the peptides was assessed by high-performance liquid chromatography analysis. Peptide purity was >90% as ascertained by analytical reversed phase HPLC. Individual peptides were dissolved with 10 μl DMSO, diluted to 1 mg/ml with PBS and used at a final concentration of 10 μg/ml in *ex vivo* assays (DMSO 0.001%). A mixture of all peptides (10 μg/peptide), which we termed p-Tvax, was used to vaccinate mice in 100 μl PBS.

### Immunotherapies Schedule and Flow Cytometric Analysis for Intracellular IFN-γ

BALB/c mice were vaccinated with two s.c. injections of p-Tvax peptides (10 μg of each of the seven peptides, diluted in PBS), 1 week apart (day 2 and day 9). Two days before each vaccination, 50 μg CpG ODN 1585 adjuvant (Invitrogen) was injected at day 0 and day 7, while 200 μg of OX40 agonists (clone OX86, kindly provided by Dr. A. Weinberg) were injected at day 4 and day 9. Five days after the last vaccination, spleens were excised from controls, and from mice treated with the different immunotherapies. One million cells were stimulated for 24 h with 10 μg/ml of each p-Tvax peptides. For detection of IFN-γ in the cytoplasm, Brefeldin A was added 6 h before staining. Fixation/permeabilization kits were used in combination with the following fluorochrome conjugated monoclonal antibodies: Anti-CD3-PerCP/Cy5.5 (clone OKT3), anti-CD4-AlexaFluor700 (clone RM4-5), anti-CD8-APC/Cy7 (clone 53-6.7), and IFN-γ-FITC (clone XMG1.2) antibodies. Live cells were distinguished from debris using Aqua LIVE/DEAD^®^ cell viability dye (all from Biolegend). Cells were evaluated using LSRFortessa Flow Cytometer (BD Biosciences) and the data were analyzed with FlowJo software.

### Granzyme B ELISpot Assay

To measure T cell cytotoxicity, granzyme B secretion was analyzed using the Mouse Granzyme B ELISpot Kit (R&D system). Splenocytes were cultured with each single p-Tvax peptide for 6 d, with peptides replenished every 2 d. At day 3, cultures were supplemented with 5 IU/ml IL-2. At day 6, splenocytes stimulated with the different peptides were pooled together and dead cells removed with Lympholyte M (Cedarlane). Splenocytes not stimulated with the peptides were processed similarly. Stimulated and control splenocytes (10^4^ effector cells) were then co-cultured with different MM cells (5 × 10^3^ target cells) or with mesothelial cells in 200 μL media. Negative controls consisted of effector cells in the absence of target cells, target cells in the absence of effector cells and media only. After 4 h of incubation, detection of granzyme B spots was performed following the manufacturer's directions. Spots were then analyzed and counted with an ImmunoSpot analyzer (CTL), with the instrument sensitivity kept low to reduce background.

### Murine Therapeutic Experiments

To evaluate the efficacy of the different immunotherapies on tumor dimensions and mouse survival, s.c., and intraperitoneal (i.p.) mouse models of MM were employed. In the s.c. model, 5 × 10^4^ CRH5 cells were injected in the hind flank in cohorts of five BALB/c mice. When tumors became palpable on day 7 (3–4 mm in maximal diameter), mice were vaccinated as described above. Tumor size was measured weekly using digital calipers until the first death was recorded. Survival was then followed until tumors reached volumes >300 mm^3^. For the i.p. model of MM, 2 × 10^5^ EOH6 cells or 5 × 10^4^ AB12 cells were injected i.p. in cohorts of 5 BALB/c mice. Both MM cells were previously transduced with the lentiviral vector hPGK.lu2.WPRE.mhCMV.dNGFR.SV40PA, which encoded the bioluminescent genetic marker luciferase (provided by Dr. Naldini, San Raffaele University and Research Institute, Milano, Italy). Immunotherapies were performed as scheduled for the s.c. model. To assess tumor dimension and localization of luminescent cells, mice were injected i.p. with 15 mg/ml d-luciferin, bioluminescence signals of MM inoculated mice were monitored using the IVIS system (PerkinElmer). Regions of interest were identified around the tumor sites and were quantified as total photon counts using Living Image software (PerkinElmer). For survival, animals were monitored weekly and euthanized when they appeared moribund according to IACUC guidelines.

### Isolation and Analysis of Tumor-Infiltrating Immune Cells

CRH5 or EOH6 MM cells were injected s.c. in cohorts of five BALB/c mice. When tumors reached 50 mm in maximal diameter, mice received the same immunotherapies regimens indicated above. Five days after the last vaccination, tumors were excised, washed with PBS, minced and incubated for 1 h at 37°C in digestion buffer consisting of 1 mg/ml collagenase IV, 100 μl/ml hyalurodinase and 15 mg/ml DNAse I (all from Roche Applied Sciences) in PBS. After digestion, tumors were forced through a 40 μm cell strainer. A total of 10^6^ cells were stained for flow cytometer analysis to characterize tumor-infiltrating T lymphocytes. The same fluorochrome conjugated monoclonal antibodies used for the analysis of T cell responses were utilized plus anti-CD25-PE/Cy7 clone PC61 and anti-FoxP3-FITC clone MF-14 for Tregs analysis, or plus anti-PD-1-PE/Cy7 clone RMP1-30 and anti-OX40-PE clone OX86 for T cell marker analysis (all from Biolegend). Cells were analyzed using LSRFortessa Flow Cytometer (BD Biosciences) and data organized with FlowJo software.

### Statistical Methods

All statistical tests were performed using GraphPad Prism 7.0. Means were compared using two-way ANOVA followed by the Bonferroni multiple comparison test. For survival, differences were evaluated using Kaplan-Meier curves with log-rank test. Data are represented as mean ± S.E. with statistical significance values indicated in the figure legends together with the n values used to calculate the statistics. All *in vitro* experiments with MM cells have been repeated at least three times using samples from the same source as technical replicates. *In vivo* studies as well as experiments with primary cells were also repeated at least three times using different sources as biological replicates.

## Results

### Transcriptome Analysis and Antigen Selection

With the goal of designing a universal vaccine that can be used to target MM as tested in mice, we analyzed expression of all the mRNA produced by different MM tumors and normal tissues. 

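Clariom S Mouse arrays of 10 samples were available, 3 of CRH5 tumors, 3 of EOH6 tumors, 2 of lung and 2 of kidney. The tumors grew in BALB/c mice from 100000 cells injected s.c. and were excised at 100 mm3, and the lungs and kidneys came from naïve mice. The array measures mRNA with short probes that are grouped into transcript clusters, most of which stand for a gene. The authors normalized and summarized the probe signals with Robust Multi-array Average, and the deposited values are on a log2 scale. Array medians lay between 6.77 and 7.10, but 191 to 218 transcript clusters per array had values above 16, which is the log2 limit of a 16-bit scanner, and the highest value was 18.94. The scale is therefore not that of plain Robust Multi-array Average, and differences are given in log2 units of the deposited scale and not as linear folds. The tests covered 22206 transcript clusters, of which 19572 carried 1 gene symbol and 2634 carried none, and left out 6640 control probe sets. A limma model with a mean for each of the 4 groups was fitted to all 10 arrays. In it, tumor vs normal is the mean of CRH5 and EOH6 tumors minus the mean of lung and kidney, and each tumor was also compared with each normal tissue. The p-values were adjusted with the Benjamini-Hochberg method over all transcript clusters, and a difference was called at an adjusted p under 0.001, the threshold that the paper states. Within a group, the arrays correlated across transcript clusters with r between 0.973 and 0.994, although transcript clusters are not independent replicates. The statistics section says in general that in vivo work was repeated with different sources as biological replicates, but does not say whether the arrays of a group came from separate animals, so the p-values measure the spread between these arrays, part of which can be technical, and the number of arrays limits the precision.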

Our hypothesis was that antigens highly expressed in MM tumors can be targeted for vaccination, as long the expression of those antigens is extremely low in all normal mouse tissues. mRNA was analyzed in two tumors originating from two different MM cell lines injected in BALB/c mice, CRH5, and EOH6. These cells were previously generated by injecting asbestos or erionite in the same mouse strain (15). 

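Of 15 genes of lung epithelium, 13 were higher in lung than in kidney and none was lower (13 higher and 1 lower when adjusted over the list alone), and of 17 genes of kidney epithelium, 15 were higher in kidney and none was lower (15 when adjusted over the list alone). The adjusted p of these lists in camera was 9.3e-10 and 5.1e-15 with the preset correlation, and 0.0915 and 0.0087 with an estimated correlation. Sftpb, which encodes surfactant protein B, had a mean of 17.63 ± 0.042 (SD, n = 2) in lung and 5.20 ± 0.753 (SD, n = 2) in kidney, a log2 difference of 12.43 (SE 0.345). Cldn18, a tight junction gene of lung epithelium, had a log2 difference of 12.21, Cxcl15, a chemokine gene of lung, 12.15, and Chil1, a chitinase-like gene, 12.08. Umod, which encodes the kidney protein uromodulin, had a mean of 3.61 ± 0.592 (SD, n = 2) in lung and 17.55 ± 0.025 (SD, n = 2) in kidney, a log2 difference of -13.94 (SE 0.363). The transporter genes Slc34a1 and Slc22a8 had log2 differences of -13.85 and -13.68, and Miox, a gene of inositol breakdown in kidney, -13.76. In the organ where each of these 8 genes was lower, its mean was 5.20 or less, below the 95th percentile of the negative controls, so the sizes and order are not determined. In limma, 4346 transcript clusters differed between the organs, 2319 higher in lung and 2027 higher in kidney, but with each array centred on its median 1950 of 4214 were higher in lung, so neither direction is read as the more frequent. The number was 2842 with a one-way analysis of variance without moderation and 2692 in a fit of the lung and kidney arrays only, and it was 2829 without lung replicate 1, 2784 without lung replicate 2 and 2865 without kidney replicate 2.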

For the normal tissues, we analyzed antigen expression in lungs and kidneys isolated from naïve BALB/c mice. 

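In tumors, genes of cell division, DNA replication, collagen matrix and macrophages had higher mRNA than in the mean of lung and kidney, and genes of lung epithelium, kidney epithelium and endothelium had lower mRNA. All 31 measured genes of mitosis were higher, with a median log2 difference of 5.75 (31 when adjusted over the list alone). Among them, Ube2c, which encodes a ubiquitin-conjugating enzyme that works with the anaphase-promoting complex, was higher by 7.77 (SE 0.235, adjusted p = 9.2e-09) and Cdk1, the kinase of mitotic entry, by 6.94 (SE 0.277, adjusted p = 3.5e-08). All 25 measured genes of DNA replication were higher, with a median of 3.17 (25 when adjusted over the list alone), among them Rrm2, a subunit of ribonucleotide reductase, by 5.59 and the helicase subunit gene Mcm6 by 5.45. Of 19 genes of fibroblasts and collagen matrix, 17 were higher and none was lower, with a median of 4.30 (17 when adjusted over the list alone), and the collagen genes Col1a1 and Col3a1 were higher by 6.75 and 6.65. Lung was nearer to the tumors than kidney in this list. Its median was 14.09 to 14.90 on the tumor arrays, 10.94 and 10.90 in lung, and 9.05 and 7.76 in kidney. Of 19 macrophage markers, 18 were higher and none was lower, with a median of 4.54 (18 when adjusted over the list alone), and the complement gene C1qa and the receptor gene Trem2 were higher by 5.89 and 5.71. Of 14 matrix metalloproteinases and inhibitors, 10 were higher and 1 was lower (10 and 1 when adjusted over the list alone). In camera with the preset correlation, the adjusted p of this list against lung was 0.093 in CRH5 and 4.4e-04 in EOH6 tumors. Against kidney it was 1.4e-04 and 4.8e-06. The collagenase gene Mmp13 had a log2 difference of 6.58. On each lung and kidney array, the medians of the mitosis, DNA replication, macrophage and metalloproteinase lists were below the 95th percentile of the negative controls. The median of the collagen list was below it in kidney and above it in lung. The differences from the mean of lung and kidney therefore give directions, and their sizes are not determined.

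Of 15 genes of lung epithelium, 14 were lower (15 when adjusted over the list alone), among them Napsa, an aspartic protease gene of alveolar cells, with a log2 difference of -7.18. Of 17 genes of kidney epithelium, 16 were lower (16 when adjusted over the list alone), among them the endocytic receptor gene Lrp2 at -9.02. These differences came from the organ each list is named for. The median of the lung epithelium list was -11.26 for CRH5 tumors against lung and -0.165 against kidney, and that of the kidney epithelium list was 0.077 against lung and -12.35 against kidney. On each tumor array, the medians of both lists were below the 95th percentile of the negative controls, so the sizes of these decreases are not determined. Of 14 endothelial genes, 13 were lower (13 when adjusted over the list alone), with Tek, a receptor gene of endothelial cells, at -4.78, and the decrease was mainly against lung. The median of the list was -3.80 in CRH5 and -5.21 in EOH6 tumors against lung, and -0.086 in CRH5 tumors, with 3 of 14 called, and -1.53 in EOH6 tumors, with 5 of 14 called, against kidney. The median value of the endothelial list was below the percentile on the EOH6 arrays and those of CRH5 tumors 2 and 3, which limits these sizes too. In camera with a preset correlation of 0.01, these 8 lists had adjusted p between 1.0e-18 and 4.2e-04. With an estimated correlation, kidney epithelium was the list of these 8 that passed 0.05, at an adjusted p of 0.014. The adjusted p with an estimated correlation was 0.051 for lung epithelium, 0.088 for fibroblasts and collagen matrix, 0.090 for macrophage markers, 0.13 for mitosis, 0.14 for DNA replication, 0.18 for endothelium and 0.18 for metalloproteinases. The median of 11 keratinocyte genes was 10.99 on the array of EOH6 tumor 3 and between 4.29 and 4.65 on the other arrays. In all, 6457 transcript clusters were called, 3312 higher and 3145 lower. A one-way analysis of variance of tumor and normal arrays without moderation called 1090, of which 720 were higher, and limma with the arrays in 2 groups called 1521, of which 974 were higher.

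**Figure D1:**
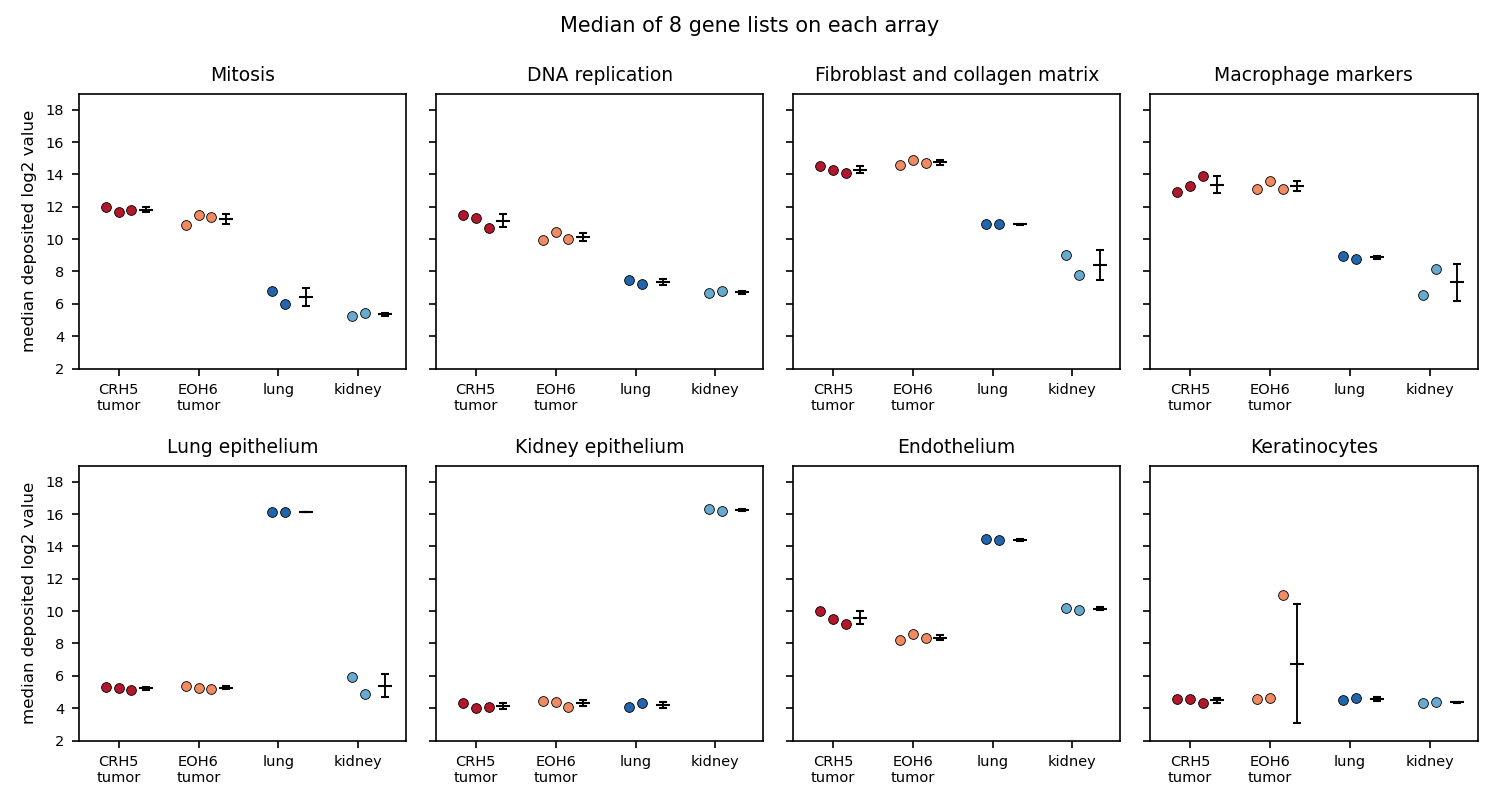
Median deposited log2 value (y axis) of the genes of 8 lists on each array, by tissue (x axis). Points are arrays, and the black dash and bar beside them are the mean and SD of the group. The medians of the keratinocyte list lie between 4.29 and 4.65 except at 10.99 for EOH6 tumor 3.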

Selected antigens had the highest expression in both MM tumors and the lowest in both normal tissues. Among these, only antigens that were commonly overexpressed by both MM tumors were included in the multi-antigen universal vaccine. 

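In each tumor against each normal tissue, 791 transcript clusters were higher in all 4 comparisons, 733 of them with a gene symbol, and 555 were lower in all 4. Crabp2, which encodes a retinoic acid binding protein, was higher by at least 7.98 in these comparisons, with a mean of 13.61 ± 0.501 (SD, n = 3) in CRH5 tumors, 13.79 ± 0.126 (SD, n = 3) in EOH6 tumors, 5.29 ± 0.257 (SD, n = 2) in lung and 5.63 ± 0.386 (SD, n = 2) in kidney. The next, a transcript cluster named Mir675 after the microRNA within the H19 gene, which the probes may measure instead, was higher by at least 7.91. The matrix genes Vcan, Loxl3 and Adamts4 were higher by at least 7.00, 6.43 and 6.07, the chemokine genes Ccl12 and Cxcl9 by at least 6.86 and 6.11, and the BMP antagonist gene Grem1 by at least 6.59. The metalloproteinase inhibitor gene Timp1 was higher by at least 6.71. The means of these 9 genes in lung and kidney were at most 9.28, below the 95th percentile of the negative controls on each array, so the sizes and order of these differences are not determined. Loxl3 was 9.645 on lung 1, above the percentile of that array, 9.489. Among the lower ones were the sodium channel genes Scnn1a and Scnn1g, with log2 differences of -9.22 and -7.80 or further from 0, the peptidase gene Mme at -9.12 and the immunoglobulin receptor gene Pigr at -8.90. Egfl6, Wfdc2, Slc16a9, Tspan1, Mal2, Epb41l5 and Sgpp2 had differences between -12.77 and -7.59, and those of Cyp2a5, whose probes may also bind its paralog Cyp2a4, lay between -10.75 and -8.97. The means of these lower genes in the tumors were at most 6.86, below the 95th percentile of the negative controls. Their sizes and order are therefore not determined either. Without the arrays of EOH6 tumors 2 and 3, an alternative chosen after the data were seen, higher in both tumors than in both normal tissues were 376 transcript clusters. With a one-way analysis of variance without moderation they were 466, and lower in both tumors than in both normal tissues were 316. Without lung replicate 2, 410 were higher and 361 lower in all 4, and without lung replicate 1, 440 were higher. Without either lung array, Mir675 and Cxcl9 were not called in CRH5 tumors against lung, nor was Cxcl9 without CRH5 replicate 2, and without either kidney array or EOH6 replicate 1, Mal2 was not called in EOH6 tumors against kidney.

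Against lung, 4344 transcript clusters differed in CRH5 tumors, 2184 of them higher, and 3437 in EOH6 tumors, 1552 of them higher. With each array centred on its median, 3035 of 4859 were higher in CRH5 tumors and 2055 of 3677 in EOH6 tumors. Against lung, the numbers were 2575 (43.7% higher) and 1974 (37.0%) for CRH5 and EOH6 tumors without lung replicate 1, 2458 (45.3%) and 1805 (37.6%) without lung replicate 2, and 2805 and 2012 with a one-way analysis of variance without moderation. With limma on the compared groups only, 1582 differed in EOH6 tumors against lung, 34.6% of them higher. Against kidney, 6139 differed in CRH5 tumors, 3376 of them higher, and 5432 in EOH6 tumors, 2829 of them higher. For EOH6 tumors the number against kidney was 3024 with limma on the compared groups only, 45.4% of them higher, and 3554 without kidney replicate 1, 48.8% of them higher. Against the mean of lung and kidney, 3149 transcript clusters were higher in CRH5 tumors, 2466 in EOH6 tumors and 1933 in both, where independent calls would give 349.7. For lower values the numbers were 2910, 2618 and 2167, against 343.1 by independence, and 40 transcript clusters went opposite ways. Both comparisons share the same normal arrays. Across transcript clusters, which are not independent replicates, the log2 differences of the tumors correlated with r = 0.856, against 0.431 on average in 20 simulated data sets that shared normal arrays and held no true difference. With the normal arrays divided between the tumors, 1206 were higher in both against 158.5 by independence, and r was 0.831. Both tumors were still compared with lung and kidney, so genes particular to these organs raise the overlap and r. Neither independence nor the simulation accounts for this, so the numbers do not tell how much the tumors share beyond it.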

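CRH5 and EOH6 tumors also differed from each other. Of 16 mesothelial markers, 7 were lower in CRH5 than in EOH6 tumors and none was higher (7 lower and 2 higher when adjusted over the list alone). Upk1b, a uroplakin gene that mesothelial cells express, had a mean of 3.90 ± 0.643 (SD, n = 3) in CRH5 tumors and 13.03 ± 0.694 (SD, n = 3) in EOH6 tumors, a log2 difference of -9.13 (SE 0.558, adjusted p = 7.2e-06). The others were Lrrn4 at -7.49, Upk3b at -6.74, Gpm6a at -5.76, Bnc1 at -4.35, Efemp1 at -4.08 and the transcription factor gene Wt1 at -3.91. The adjusted p of this list was 2.0e-04 in camera with the preset correlation and 0.731 with an estimated correlation. Among the genes higher in CRH5 than in EOH6 tumors were Amigo2, an adhesion gene, by 9.34 (SE 0.208), Ptn, which encodes the growth factor pleiotrophin, by 9.23 (SE 0.290), Pced1b by 8.93 and Mybl2, a transcription factor gene of the cell cycle, by 8.69. Tafa1, Mdm1, Prl2c2, whose probes may bind other genes of its family, and Kera were higher by 7.60, 6.93, 6.73 and 6.49. The call of Kera was lost without CRH5 replicate 1 or 2 and without EOH6 replicate 1 or 2. Among the genes higher in EOH6 than in CRH5 tumors, besides Upk1b, were Timp3 with a log2 difference of -10.11 (SE 0.268), the proton pump subunit gene Atp6v0d2 at -9.48, the annexin gene Anxa8 at -9.47, the neural adhesion gene Ncam1 at -9.33, the protease gene Ctsk at -8.48, Rpp25 at -7.99 and Samd5 at -7.81. Of the 31 mitosis genes, none was called by limma (none when adjusted over the list alone), and 18 were higher in CRH5 tumors and 1 lower at an unadjusted p under 0.05, with a median of 0.903. Of the 25 DNA replication genes, Mcm5 was called, higher in CRH5 tumors by 1.32 (8 when adjusted over the list alone), with a median of 0.983. The adjusted p of these lists in camera was 2.6e-06 and 3.3e-10 with the preset correlation, and 0.867 and 0.731 with an estimated correlation. Of 19 fibroblast and collagen genes, Col1a2, Col5a2 and Bgn were higher in EOH6 tumors and Col6a3 in CRH5 tumors (3 and 1 when adjusted over the list alone). In all, 857 transcript clusters differed, 428 higher in CRH5 and 429 higher in EOH6 tumors. The number was 235 with a one-way analysis of variance without moderation, 380 in a fit of the tumor arrays only, 1387 with a trended and robust moderation, and 404 without CRH5 replicate 2, 425 without CRH5 replicate 1, 485 without CRH5 replicate 3 and 479 without EOH6 replicate 1.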

Since we analyzed only two normal mouse tissues, we also considered transcriptome studies performed in other studies to evaluate the expression of the selected antigens in normal tissues (17, 18). At the end of this process, we selected the following seven antigens: KIF20A, KIF2C, MMP9, MNDA, OLFML2B, TROAP, and ULBP1. 

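All 7 antigens were called higher in tumor vs normal. Kif20a and Kif2c encode kinesins of cell division, and Troap a protein of the mitotic spindle, and they were higher by 6.26 (SE 0.184, adjusted p = 8.5e-09), 6.24 (SE 0.202, adjusted p = 1.2e-08) and 6.92 (SE 0.186, adjusted p = 6.1e-09). Mmp9, which encodes a gelatinase that cleaves extracellular matrix, was higher by 10.46 (SE 0.274, adjusted p = 5.5e-09). Olfml2b, an olfactomedin-like gene, was higher by 6.31 (SE 0.155, adjusted p = 5.5e-09) and Ulbp1, which encodes a ligand of the NKG2D receptor of NK cells, by 6.54 (SE 0.216, adjusted p = 1.3e-08). The array has no gene named Mnda. MNDA was read as Ifi211, the mouse gene that carries Mnda as a synonym, and it was higher by 6.35 (SE 0.265, adjusted p = 4.5e-08). Ifi211 belongs to the Ifi200 family of interferon-inducible genes, whose members may share probes. Of 9 measured genes of this family, 5 were higher and none was lower (5 when adjusted over the list alone), including Ifi204 by 4.84, Ifi207 by 4.34, Ifi209 by 2.45, though it was not called against lung in CRH5 (1.25) or EOH6 tumors (0.198), and Mndal by 2.11. The result for MNDA depends on this reading, since Mndal, whose name is closest, differed from lung by 0.938 in CRH5 tumors (adjusted p = 0.125) and by 1.46 in EOH6 tumors (adjusted p = 0.0276) and was not called. The adjusted p of the family was 0.0012 in camera with the preset correlation and 0.41 with an estimated correlation. Against lung it was 0.051 in CRH5 and 0.121 in EOH6 tumors with the preset correlation. Ifi211 is 1 of the 9 genes and of the 5, and the study chose MNDA on these samples, so the family is not independent evidence.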

The mRNA expression levels for these antigens in tumor and normal tissues are shown in Figure 1. 

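Mmp9 had the highest tumor values of the 7 antigens, with a mean of 15.71 ± 0.231 (SD, n = 3) in CRH5 tumors and 17.39 ± 0.131 (SD, n = 3) in EOH6 tumors, against 8.37 ± 1.12 (SD, n = 2) in lung and 3.81 ± 0.254 (SD, n = 2) in kidney. Kif20a had means of 12.65 ± 0.156 and 12.27 ± 0.317 in CRH5 and EOH6 tumors (SD, n = 3 each), and of 6.97 ± 0.442 in lung and 5.43 ± 0.276 in kidney (SD, n = 2 each). Kif2c had means of 12.96 ± 0.015 and 10.99 ± 0.421 in the tumors, and of 5.96 ± 0.391 and 5.52 ± 0.416 in lung and kidney, with the same numbers of arrays. Troap had means of 12.51 ± 0.297 and 10.36 ± 0.159 in CRH5 and EOH6 tumors, and of 5.00 ± 0.522 and 4.02 ± 0.212 in lung and kidney. Olfml2b had means of 14.32 ± 0.088 and 13.58 ± 0.363 in the tumors, and of 9.05 ± 0.150 and 6.24 ± 0.035 in lung and kidney. Ulbp1 had means of 13.88 ± 0.102 and 13.57 ± 0.365 in CRH5 and EOH6 tumors, and of 8.68 ± 0.621 and 5.69 ± 0.370 in lung and kidney. For Ifi211, read as MNDA, the means were 14.42 ± 0.240 and 14.14 ± 0.507 in the tumors and 8.91 ± 0.782 and 6.96 ± 0.324 in lung and kidney. For each antigen, the lowest tumor array was above the highest array of a normal tissue. Levels of different genes come from different probes, so they rank the antigens by array signal and not by the number of transcripts.

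**Figure D2:**
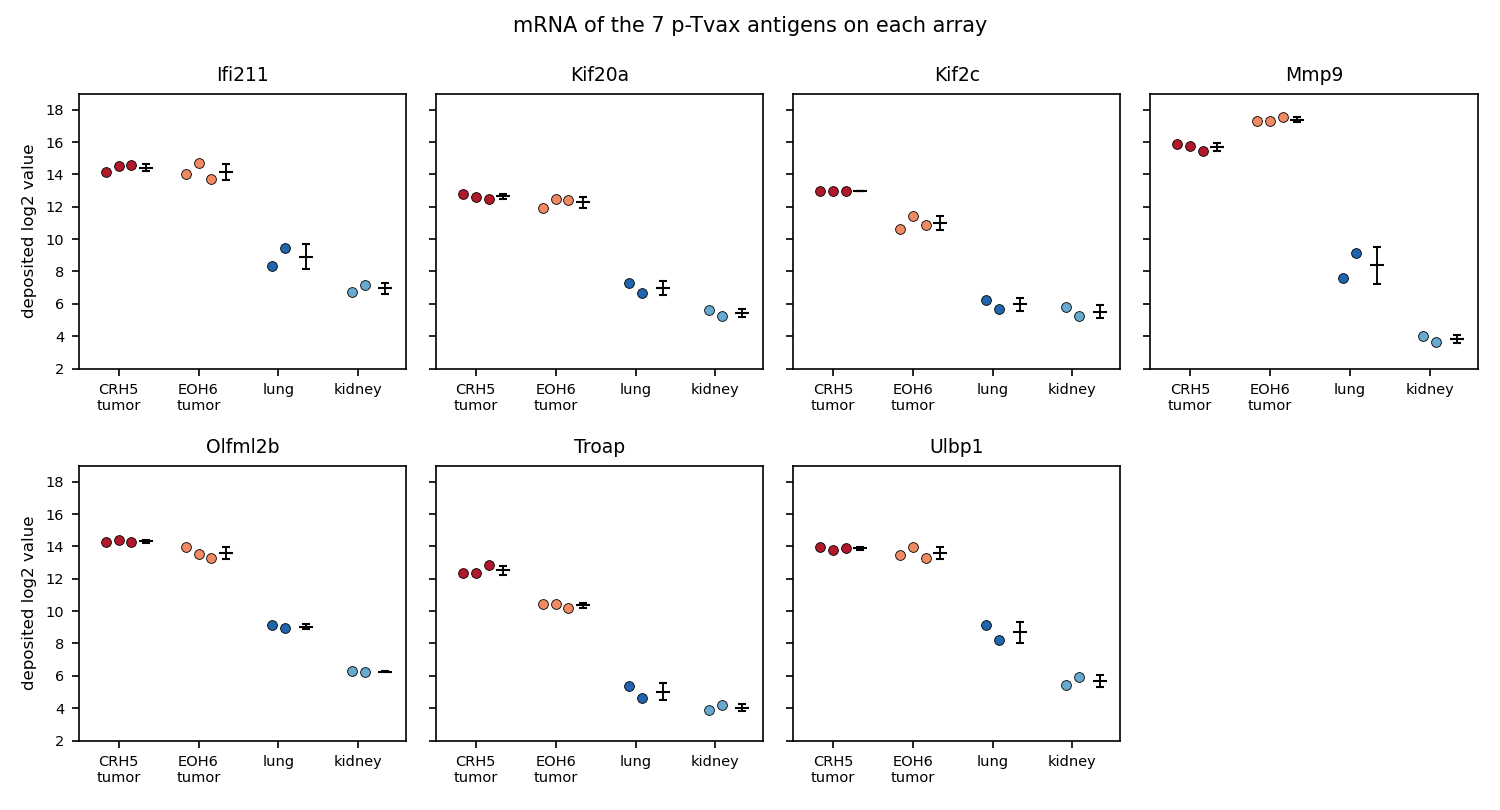
Deposited log2 value (y axis) of each of the 7 antigens on each array, by tissue (x axis). Points are arrays, and the black dash and bar beside them are the mean and SD of the group. Ifi211 stands for MNDA, and Mmp9 in EOH6 tumors has the highest mean, 17.39.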

We also tried to evaluate protein expression of these antigens in CRH5 and EOH6 MM tumors with western blot assays. In these experiments, among the numerous antibodies tested, only those for OLFML2B, TOAP, and KIF20A specifically detected the proteins targeted by the universal vaccine (Supplementary Figure 1).

**Figure 1:**
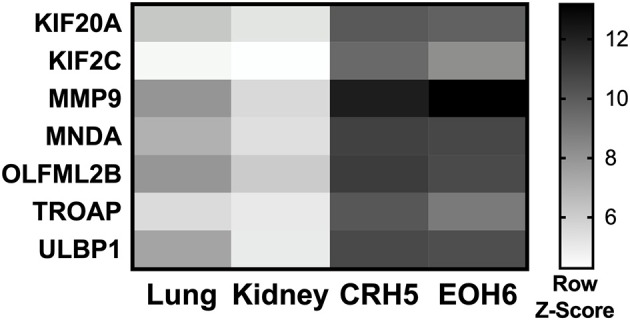
p-Tvax antigens are overexpressed in MM tumors. Transcriptome analysis using mRNA-microarrays was performed on two MM mouse tumors (grown from injected CRH5 or EOH6 cells) and two normal tissues (kidney and lung). mRNA levels are indicated by Row Z-Score colors in a heat map. Antigens with the higher mRNA level for both tumors, compared with both normal tissues, were selected for inclusion in the p-Tvax vaccine. Differences in mRNA levels between each MM tumor and each normal tissue were statistically significant for all antigens (*p* < 0.001).

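The antigens were placed among the 791 transcript clusters higher in all 4 comparisons by the smallest of their differences between a tumor and a normal tissue. Their ranks lay between 3 for Mmp9 and 73 for Olfml2b. The order within this range is not determined, since the values in lung and kidney were for the most part below the 95th percentile of the negative controls and different genes have different probes. Besides the antigens, 784 other transcript clusters met the same criterion.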

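Each of the 7 antigens was higher in each tumor than in each normal tissue, so that 28 of 28 tests were called (28 when adjusted over the list alone). The study chose the list on these samples, so the count is not independent evidence of the direction. Olfml2b in EOH6 tumors against lung had a difference of 4.54 (SE 0.219, adjusted p = 3.8e-07). Most values in lung and kidney were below the 95th percentile of the negative controls, so the differences give directions, and their sizes and order are not determined. Ifi211, read as MNDA, in EOH6 tumors against lung had the largest adjusted p of the 28, 4.4e-06, with a difference of 5.23 (SE 0.374). Against lung, Kif20a was higher by 5.68 in CRH5 and 5.31 in EOH6 tumors, Kif2c by 7.00 and 5.03, Troap by 7.51 and 5.36, and Ulbp1 by 5.20 and 4.90. Against kidney, these differences were 7.22 and 6.84 for Kif20a, 7.44 and 5.47 for Kif2c, 8.49 and 6.33 for Troap, and 8.19 and 7.89 for Ulbp1. The paper selected the antigens by high mRNA in both tumors and low mRNA in both normal tissues, and also considered other transcriptome studies of normal tissues, which are not among these data. It states as a hypothesis that such antigens can be targeted if their expression is extremely low in all normal tissues, of which these arrays hold lung and kidney.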

### *In silico* Epitope Mapping and Peptide Selection

Each of the antigens selected for vaccination was screened for MHC-I and MHC-II T cell epitopes using the EpiMatrix algorithm. Using the JanusMatrix algorithm, we also identified putative regulatory T cell epitopes (Tregitopes), which can promote suppression of vaccine-induced T cell responses, as well as autoimmune epitopes (autoepitopes). For each of the seven antigens, we selected a sequence that contained multiple predicted MHC-I and MHC-II restricted T cell epitopes, and no Tregitopes nor autoepitopes (Table 1). A mixture of all these peptides was used as multi-antigen vaccine named p-Tvax.

**Table 1:** p-Tvax epitopes.

**N**.	**Antigen**	**Start position**	**Peptide**	**Length**
1	KIF20A	860	Ac-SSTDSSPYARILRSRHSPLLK-amide	21
2	KIF2C	356	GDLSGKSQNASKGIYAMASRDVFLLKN-amide	27
3	MMP9	594	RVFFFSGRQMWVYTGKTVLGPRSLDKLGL-amide	29
4	MNDA	298	Ac-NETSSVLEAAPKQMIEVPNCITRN -amide	24
5	OLFML2B	50	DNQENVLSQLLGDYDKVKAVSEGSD-amide	25
6	TROAP	156	Ac-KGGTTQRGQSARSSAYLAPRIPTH-amide	24
7	ULBP1	56	Ac-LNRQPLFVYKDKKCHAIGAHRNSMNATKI-amide	29

*Amino acid sequences of each antigen were screened with EpiMatrix to identify epitopes with potential immune stimulatory properties in BALB/c mice. Putative regulatory T cells epitopes (Tregitopes), which promote suppression of vaccine-induced T cell responses, and autoimmune epitopes (autoepitopes) that have potential of inducing autoimmune reactions were selected against using JanusMatrix algorithm. For each antigen, a peptide that contained both MHC-I and -II epitopes was synthetized as listed and used for vaccination, or for detection of antigen-specific immune responses*.

### p-Tvax Vaccination Induces Antigen-Specific T Cell Responses

To determine if p-Tvax induces antigen-specific CD4^+^ and CD8^+^ T cells, we vaccinated BALB/c mice and evaluated T cell responses using intracellular cytokine staining (ICS). Cells from spleens of immunized mice were re-stimulated with each peptide listed in Table 1 and production of IFN-γ investigated with flow cytometry. In these assays, each of the p-Tvax peptides induced higher levels of IFN-γ^+^ CD8^+^ T cells compared to unstimulated CD8^+^ T cells, but only peptides 1, 2, 3, and 4 induced significant numbers of IFN-γ^+^ CD4^+^ T cells (Figures 2A,B).

**Figure 2:**
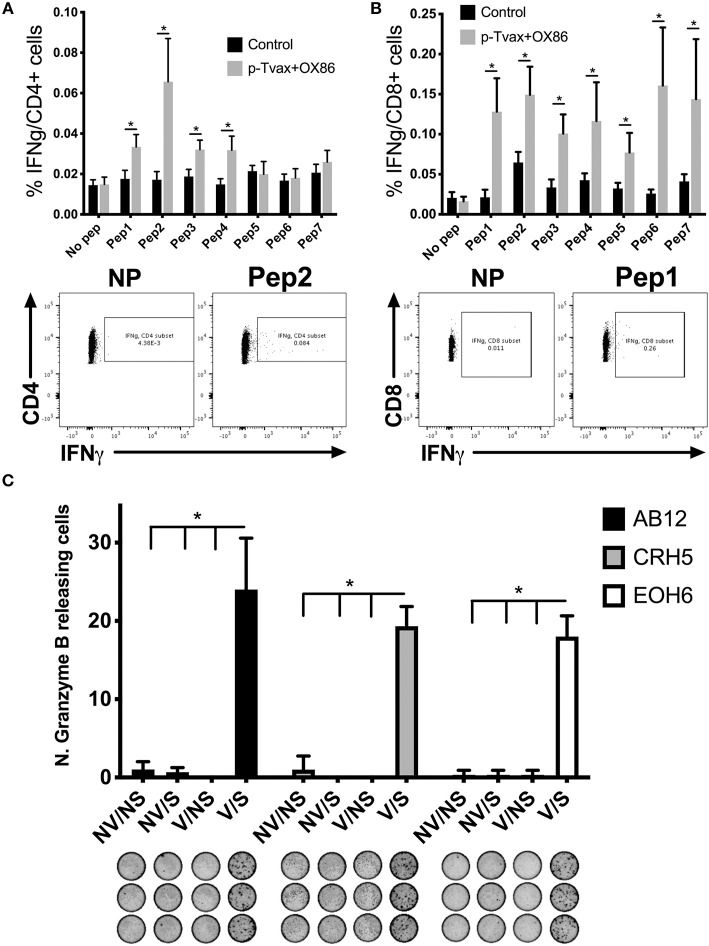
p-Tvax stimulates antigen-specific IFN-γ secreting T lymphocytes that produce Granzyme B when co-cultured with MM cells. BALB/c mice were vaccinated with two s.c. injections of p-Tvax peptides at days 2 and 9. CpG 1585 was used as adjuvant and injected at the same site of the p-Tvax peptides 2 days before vaccination, at days 0 and 7. OX40 agonist mAbs (OX86) were i.p. injected at days 4 and 9. Control mice were left untreated. Five days after the last vaccination, spleen cells were isolated and enumerated for assays. **(A)** Intracellular IFN-γ in CD4^+^ T cells was evaluated by flow cytometric ICS analyses of spleen cells cultured with or without p-Tvax peptides. Percentage of IFN-γ expressing CD4^+^ T cells are presented as mean ± S.E. Bottom Panel: Representative data from flow cytometric analysis of vaccinated and control mice. Lymphocytes were either unstimulated (no peptide = NP) or stimulated with peptide 2. CD4^+^ T cells were distinguished using a marker gate in the CD3 vs. CD4 dot plot. **(B)** IFN-γ in CD8^+^ T cells was evaluated in spleen cells cultured with or without p-Tvax peptides. Percentage of IFN-γ expressing CD8^+^ T cells are presented as mean ± S.E. Bottom Panel: Representative data from flow cytometric analysis of vaccinated and control mice. Lymphocytes were either not stimulated (NP) or stimulated with peptide 1. CD8^+^ T cells were distinguished using a marker gate in the CD3 vs. CD8 dot plot. For A and B, statistical significance between treated and control groups was determined by ANOVA followed by Bonferroni test (^*^p < 0.05, *n* = 5). **(C)** Secretion of Granzyme B was evaluated by ELISPOT assay. Spleen cells from vaccinated mice (V) or unvaccinated (no vaccine = NV) were activated with p-Tvax peptides in the presence of 5 IU/ml IL-2 for 6 d (stimulation = S) or incubated with no peptide (no stimulation = NS). Following 4 h of incubation with different MM cells (AB12, CRH5, EOH6), the number of spot-forming cells per 10^5^ cells was evaluated and results represented as mean ± S.E. Statistical differences between vaccinated mice, stimulated with peptides (V/S), and the other control conditions were evaluated by ANOVA followed by Bonferroni test (^*^p < 0.05, *n* = 3).

We also confirmed that p-Tvax-induced T cells are able to recognize the antigen-specific epitopes on the surface of MM cells and initiate a Granzyme B-based cytolytic response. For these assays, we pooled the T cells stimulated with each peptide and evaluated their Granzyme B secretion by ELISPOT, following incubation with MM cells. Three different MM cell lines were used as target cells for these analyses. This included CRH5 and EOH6 cells, which are known to express the antigens included in p-Tvax, and AB12 cells, in which antigen expression was unknown at the time of the vaccine design. In these assays, we used effector T cells from unvaccinated mice as controls that, along with T cells from vaccinated mice, were unstimulated or stimulated with all the p-Tvax peptides. T cells from vaccinated mice stimulated with the p-Tvax peptides produced high numbers of Granzyme B spots when co-cultured with all 3 MM cell lines (Figure 2C). Importantly, even though the p-Tvax design was specific for the antigens expressed in CRH5 and EOH6 MM cells, this vaccine was able to elicit T cells that also recognized AB12 MM cells. This suggests that the antigens included in p-Tvax represent a group of commonly expressed proteins across mouse MM tumors. In contrast, Granzyme B ELISPOT experiments performed using non-tumor mesothelial cells did not show differences between unstimulated and stimulated T cells in both vaccinated and control mice (data not shown).

### Vaccination With p-Tvax and Engagement of the OX40 Receptor Elicits Potent Anti-tumor Responses in Subcutaneous and Intraperitoneal Mouse Models of MM

Multi-antigen cancer vaccines such as p-Tvax may serve as an effective approach to stimulate multiple populations of cancer-specific T cells, but the activity of these immune cells is hindered within the tumor microenvironment by several mechanisms, including the suppressive action by T regulatory cells (Tregs). Since OX40 agonists have been demonstrated to reduce the number of Tregs in the tumor microenvironment (10, 19), we evaluated the combination of p-Tvax with these agonistic antibodies as a therapeutic approach for MM in animal models.

For the immunization protocol, we chose to administer two vaccinations with p-Tvax separated by 1 week. CpG adjuvant injections were performed 2 d before each p-Tvax immunization. This protocol elicits potent immune responses in mice (20). To engage the OX40 receptor on T cells, we performed two injections of the OX86 mAb, with the first dose injected 5 d prior to the last p-Tvax vaccination, and the second on the same day as the last p-Tvax injection (Figure 3). This protocol was chosen to minimize the clearance of the OX86 mAb by the immune system since these antibodies were developed in a species different from mice (i.e., rat). In s.c. models of MM, we used CRH5 MM cells and initiated vaccinations when tumors reached 3–4 mm in diameter. In these mice, we observed reduced tumor growth with p-Tvax alone or in combination with the OX86 mAb compared to unvaccinated controls or OX86 mAb alone. Survival analyses revealed that mice vaccinated with p-Tvax or with p-Tvax and OX86 mAb exhibited prolonged median survival compared with the controls or with OX86 mAb alone (Figure 4A). Since MM usually develops from mesothelial cells lining both thoracic and peritoneal cavities, we developed a clinically relevant MM model to test the therapeutic efficacy of p-Tvax and OX86 mAbs. For this model, we i.p.injected EOH6 cells previously transduced with a lentiviral vector encoding the luciferase enzyme, which enabled the localization and evaluation of tumor dimensions in live mice using an IVIS imaging system. In these mice, p-Tvax was less efficacious as indicated by reduced tumor dimensions closer to the end of the protocol (day 27) and differences over time were not statistically significant when compared with controls. In contrast, the OX86 mAb alone exerted statistically significant anti-cancer activity that delayed tumor growth for the entire protocol. These results were dramatically improved by the combination of p-Tvax and OX86 mAb, with mice showing no signs of tumor at day 20. In these mice, however, tumor cells were not completely eliminated and became visible with the IVIS machine the following week. Survival analysis of these mice showed that vaccination with p-Tvax together with the OX86 mAb resulted in prolonged survival compared with OX86 mAb alone. The p-Tvax vaccine alone did not lead to increased survival (Figure 4).

**Figure 3:**
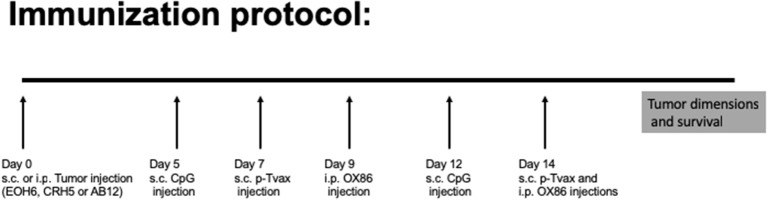
Experimental approach to evaluate p-Tvax and OX40 agonists anti-cancer properties. Two s.c. vaccinations were administered with p-Tvax separated by 1 week. Two days before each p-Tvax immunization, CpG adjuvant injections were performed. To engage the OX40 receptor on T cells, we performed two injections of the OX86 mAb, with the first dose injected 5 d prior to the last p-Tvax vaccination, and the second on the same day as the last p-Tvax injection. Untreated controls and mice treated with the different immunotherapies were followed for tumor dimension and survival.

**Figure 4:**
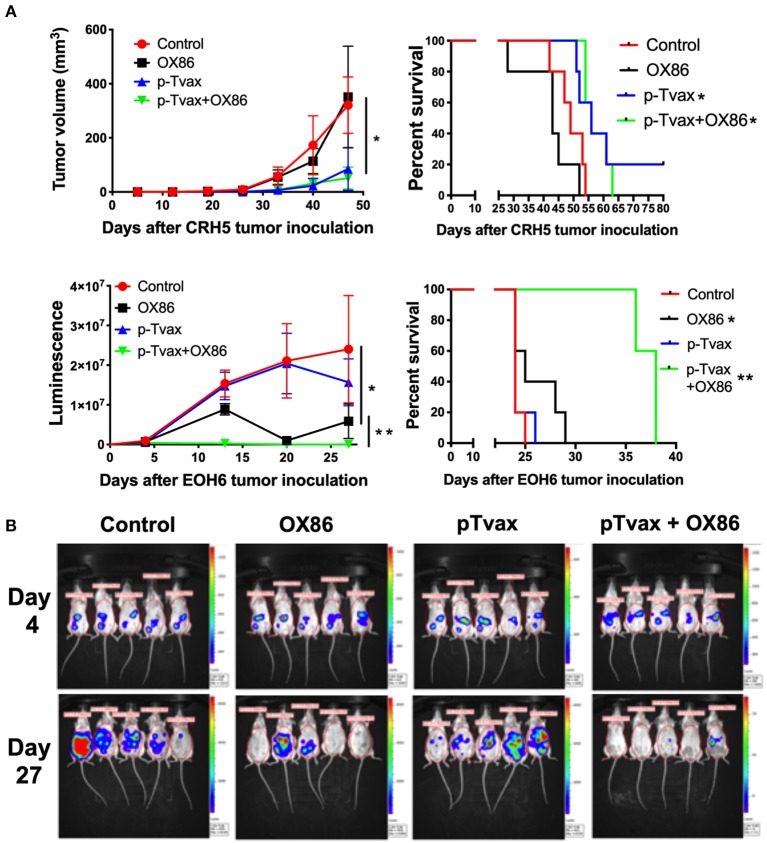
Combination of p-Tvax vaccine and OX40 agonists delays tumor growth and improves survival in subcutaneous and intraperitoneal mouse models of MM. **(A)** BALB/c mice were injected s.c. with 5 × 10^4^ CRH5 MM cells, or i.p. with 2 × 10^5^ EOH6 MM cells expressing luciferase. Seven and 14 d after tumor injection, mice were vaccinated with a s.c. injection of p-Tvax peptides. CpG adjuvant was injected at days 5 and 12, while 200 μg of OX86 was injected at day 9 and 14. Tumor volumes are showed on the left and animal survivals on the right for mice injected with CRH5 (Top) and EOH6 (Bottom). Tumor volumes were measured weekly with a caliper for s.c. tumors. I.p. MM dimensions were assessed by measuring luciferase activity with IVIS imaging following injection with luciferin substrate. Statistical significance between unvaccinated controls and single treatment (^*^) as well as between single and combination treatments (^**^), was determined by ANOVA followed by Bonferroni test (^*^p < 0.05, *n* = 5). For survival, mice were followed until s.c. CRH5 tumors reached volumes of 300 mm^3^ and were then sacrificed. In i.p. models with EOH6 MM cells, survival was assessed by euthanizing mice at first sign of morbidity. Log-rank analysis was used to determine significance between control and single treatment (^*^), and between single and combination treatments (^**^) (*p* < 0.05, *n* = 5). **(B)** Representative images from IVIS tumor dimension analysis of mice carrying EOH6 tumors, vaccinated with the different immunotherapies.

We also evaluated the anti-cancer effects of p-Tvax and the OX86 mAb in mice injected with AB12 MM cells. Results showed that p-Tvax reduced tumor growth, but did not improve survival. The OX86 mAb alone delayed tumors and improved survival compared to controls. The combination of p-Tvax plus the OX86 mAb was effective in delaying tumor growth equivalent to the monotherapy treatments. In survival experiments, p-Tvax in combination with OX86 mAbs dramatically improved overall survival, with 20% of vaccinated mice experiencing complete tumor regression. These results were statistically significant when compared with controls or each immunotherapy alone (Supplementary Figure 2). Importantly, no adverse events were observed for any treatment groups such as acute effects, distress, or weight loss, and gross tissue examination failed to uncover any toxicity in the organs (kidney, brain, spleen, liver, and lungs). It is important to mention that the expression of p-Tvax antigens was unknown in AB12 MM cells when these experiments were performed, but subsequently confirmed before the publication of this article (Supplementary Figure 2).

### Immunotherapy With p-Tvax Plus the OX86 mAb Induces an Immunostimulatory Tumor Microenvironment

We next evaluated the effects of the different immunotherapies in MM models in terms of leukocyte cell populations in tumors using multicolor flow cytometry. This enabled the simultaneous identification of several different cell types in one sample, including CD8^+^ and CD4^+^ T cells, and Tregs. In CRH5 tumors, a higher percentage of CD4^+^ T helper cells was detected in p-Tvax vaccinated mice vs. controls, while abundance of CD8^+^ T cells and Tregs was not different from controls. The OX86 mAb increased abundance of CD8^+^ cytotoxic T cells, but reduced numbers of CD4^+^ T cells and Tregs. The combination of p-Tvax and the OX86 mAb modified the tumor microenvironment in a manner that led to more optimal anti-cancer immune conditions as supported by higher abundance of both CD8^+^ and CD4^+^ T cells, and reduced percentages of Tregs (Figure 5). In EOH6 tumors, we observed similar results with the only difference found with OX86 mAb that did not reduce significantly the number of CD4^+^ Tregs when used as single treatment (Supplementary Figure 3). To further characterize the tumor infiltrate, we also measured the expression of PD-1 in CD4^+^ and CD8^+^ T cells, as well as the expression of OX40 in Tregs. PD-1 expression was significantly reduced in CD4^+^ T cells following treatment with both p-Tvax and OX86 mAb, while its expression did not change in CD8^+^ T cells. Interestingly, the expression of OX40 in CD4^+^ CD25^+^ Tregs, which represent their activation status, was reduced following treatment with either OX86 mAb or with the combination of p-Tvax plus OX86 (Supplementary Figure 4).

**Figure 5:**
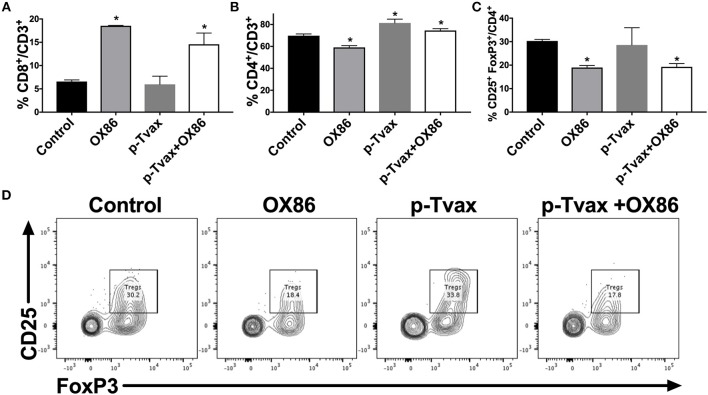
p-Tvax in combination with OX40 agonists induce CD8^+^ and CD4^+^ T cell tumor infiltration while reducing T regulatory cells. CRH5 tumors from controls or from mice treated with p-Tvax, OX86 mAbs, or with a combination of the two, were collected and enzyme-digested. Staining was performed using anti-mouse CD3, CD8, CD4, CD25, and FoxP3 antibodies with live cells distinguished from debris using LIVE/DEAD^®^ cell viability dye. **(A)** Percentage of CD8^+^ T cells in CRH5 tumors from treated and control mice. Results represent mean ± S.E. with means of each group compared using ANOVA followed by Bonferroni test (^*^p < 0.05, *n* = 5, vs. Control). Data for CD4^+^ T cells and Tregs cells are showed, respectively in **(B,C)**. **(D)** Representative data from flow cytometric analysis of CRH5 tumors in treated and control mice using CD25 and FoxP3 markers for Tregs, including Tregs that were previously gated in the CD3 vs. CD4 dot plot.

## Discussion

In this study, we developed a novel immunotherapy combination comprised of a multi-antigen MM-specific vaccine combined with an OX40 agonist mAb leading to the reduction of tumor growth. The vaccine design started with the analysis of the MM tumor transcriptome performed in neoplastic tissues generated from two different MM cell lines, CRH5 and EOH6. Antigens that were highly expressed in both cells were chosen as candidates for inclusion in our vaccine. It has been established that the high expression of certain proteins within tumor cells leads to increased antigenic processing and presentation in the context of MHC-I and -II (21, 22). These fragments, referred to as tumor epitopes, represent targets for T cells that can specifically recognize the tumor cell for immune-mediated elimination. To minimize off-target effects that could lead to the development of autoimmunity, it is important to choose antigens that are not expressed or minimally detectable in normal tissues (23). In this regard, we also evaluated antigen expression in normal tissues in our laboratory as well as expression data from the literature (17, 18). This led to the selection of seven antigens found to be overexpressed in both mouse MM tumor lines under investigation and that were nearly absent in all other mouse normal tissues: KIF20A, KIF2C, MMP9, MNDA, OLFML2B, TROAP, and ULBP1. It is important to mention that we also tried to confirm the protein expression of these antigens in MM tumors using western blot. In these experiments, we evaluated several antibodies and specifically detected high levels of KIF20A, OLFML2B, and TROAP in MM tumors. 

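In lung and kidney, the mRNA of the antigens was compared with the 5222 negative control probe sets of the same arrays. Their 95th percentile lay between 9.38 and 10.14 on the 10 arrays. In CRH5 and EOH6 tumors, each antigen was above this percentile on 3 of 3 arrays. In kidney, each was below it on both arrays, and 13.1% of the controls were below the mean of Mmp9 and 76.7% below that of Ifi211, read as MNDA. In lung, Kif20a, Kif2c, Mmp9, Olfml2b, Troap and Ulbp1 were below it on both arrays and Ifi211 was above it on 1 of 2. The mean in lung was above 94.2% of the controls for Olfml2b, 93.7% for Ifi211, 92.8% for Ulbp1 and 91.2% for Mmp9, and above 77.0%, 58.3% and 37.7% for Kif20a, Kif2c and Troap. Between the normal tissues, Mmp9 was higher in lung than in kidney by 4.56 (SE 0.425, adjusted p = 1.7e-05), Ulbp1 by 2.99 (SE 0.334, adjusted p = 6.1e-05) and Olfml2b by 2.80 (SE 0.240, adjusted p = 9.6e-06). In a fit of the lung and kidney arrays only, the adjusted p was 0.0013 for Mmp9 and 0.0016 for Ulbp1. Control probes differ from gene probes in their sequence, so the percentile is a guide to detection and a value below it does not show that the mRNA was absent. Other normal tissues were not on the arrays.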

Regarding the other proteins, the antibodies tested could not specifically recognize the antigens that we included in the vaccine. These negative results may be due to the rapid degradation of the proteins, or to their improper folding in tumor cells. However, it has been demonstrated that pre-maturely truncated or abnormally folded proteins are exported to the cytosol, processed by the proteasome and resultant peptides loaded on MHC-I and -II to trigger specific immune responses (24–26).

For each of the seven chosen antigen, we designed a peptide that contained both MHC-I and -II epitopes with the capacity to stimulate both CD8^+^ and CD4^+^ T cells. Epitope screening was performed using the iVAX platform which contains advanced *in silico* tools designed to identify highly immunogenic epitopes with EpiMatrix, while selecting against epitopes that may stimulate Treg or autoimmune responses with JanusMatrix. By including these optimized epitopes in our vaccine, we reduced the potential for suppressive or off-target effects. The development of these innovative *in silico* tools will increasingly provide the capacity for safe and effective vaccines (5–7).

Mice vaccinated with the multi-antigen vaccine (p-Tvax), mounted antigen-specific immune responses that involved both CD8^+^ and CD4^+^ T cells. These data were obtained using intracellular staining of peptide-pulsed T cells followed by flow cytometry analysis. A different approach to confirm these data, and to provide more quantitative results, would have been the characterization of antigen-specific T cells using MHC tetramers. Unfortunately, these reagents are not commercially available for the epitopes involved in this study. T cells from p-Tvax vaccinated mice were also demonstrated to recognize and attack tumor cells by secreting Granzyme B in ELISPOT assays performed with different MM cell lines. Among these MM cells recognized by vaccine-induced T cells was the AB12 cell line. AB12 cells were not included in the initial transcriptomic analyses for antigen selection, and in this manner served as an important comparison group in our studies. These data demonstrate that, by selecting multiple antigens commonly expressed in several MM cases, it is possible to construct an off-the-shelf vaccine that may be efficacious for a wide variety of MM. This approach to cancer vaccine development may complement or be used in place of personalized cancer vaccine approaches. In addition, off-the-shelf cancer vaccines bring the possibility of prophylactic immunization of individuals, which cannot be achieved with therapeutic personalized vaccines. Personalized immunizations are considerably more expensive than off-the-shelf vaccines due to of the cost of peptide synthesis (small vs. large production under GMP conditions). In addition, personalized vaccine epitopes tailored for each cancer patient's mutanome requiring sophisticated techniques such as whole-exome sequencing, RNA sequencing, and *in silico* immunogenicity prediction algorithms that are not as yet widely available. The safety profile of “off the shelf” vaccines such as the one proposed here can be ascertained well in advance of treatment, whereas the e safety profile of personalized anti-cancer vaccines remains to be fully evaluated. For example, a recent study showing that the number of somatic mutations in normal cells in cancer-related genes may be several times higher than in the cancer counterparts (27). Alternatively, vaccines such as the one described in this research study could be used in conjunction with personalized vaccines, to augment the number of epitopes to which the patients may respond.

In mouse models, p-Tvax as a stand-alone treatment showed limited efficacy in delaying tumor growth or in improving survival in mice carrying certain MM tumors. This was an expected outcome given the likelihood of immune suppression within the tumor environment. This is why efficacy of cancer vaccine can be enhanced by the inclusion of immune stimulatory Abs such as the OX40 agonist we chose for our study. In fact, the combination therapy using p-Tvax plus the OX40 agonist showed both decreased tumor volumes and increased survival for all three MM mouse models. Interestingly, the OX40 agonist alone was not effective in one animal model carrying CRH5 MM cells when used as a single agent. This is consistent with data obtained in clinical trials involving such immune checkpoint mAbs, in which clinical responses are often limited to a subset of patients (28, 29).

Analyses of tumor tissues in mice treated with the different immunotherapies produced results that may be best explained when considering the combination treatment as a sum of all the benefits induced by each therapeutic approach, namely, the combined increase in CD4^+^ T cells induced by p-Tvax and the increase in CD8^+^ T cells induced by OX40 agonists. Further analysis of the tumor infiltrate also showed that the combination of p-Tvax and OX40 agonists produced other effects that may favor tumor clearance such as the reduced expression of the T cell exhaustion marker PD-1 in CD4^+^ T cells and the decrease in number of Tregs. It is important to point out that mice treated with the combination of p-Tvax and OX40 agonists also showed reduced expression of OX40 in intra-tumor Tregs, which indicates a lower regulatory activity of these cells and a more favorable prognosis (10, 30, 31). Our data collectively suggest that this combination of immunotherapies could be an attractive therapeutic strategy for MM patients. Also, considering that humanized OX40 agonists have already been developed and successfully passed the phase I clinical trials (13), this immunotherapeutic mAb approach may serve as an effective adjuvant to include along with cancer vaccines. We have demonstrated proof-of-concept supporting p-Tvax in human immunization, in which target antigens can be chosen from transcriptome studies performed in MM patients (32, 33). This may provide the framework for a new approach to combine this broadly acting vaccine with immunotherapy and/or personalized cancer vaccines, for treating not only MM, but other types of cancers as well.

## Ethics Statement

Animal experiments were performed in accordance with institutional guidelines and approved by the University of Hawaii IACUC (#16-2355).

## Author Contributions

PRH, LM, AD, and PB conceived of the idea. PRH, LN, AS, AW, and PB designed the methods with feedback from the others. PB implemented the methods and collected the results. ES, MP, and AS prepared the vaccines included in this study. TP, GC, TF, FH, and PB performed animal studies and T cell analyses. GR, PH, LM, and AD identified T cell epitopes using JanusMatrix algorithm. MM, VK, and YD analyzed the transcriptome data and performed statistical analyses. PRH, AD, and PB wrote the paper. All authors read and approved the final manuscript.

### Conflict of Interest Statement

AD and LM are employees of EpiVax, a vaccine and therapeutic design company, and AD is majority stockholders. AW is President/CSO of, has received commercial research funding from, and has ownership interest in AgonOx. These authors recognize the presence of potential conflicts of interest and affirm that the information represented in this paper is original and unbiased observations. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Multi-antigen Vaccination With Simultaneous Engagement of the OX40 Receptor Delays Malignant Mesothelioma Growth and Increases Survival in Animal Models
**Source:** Front Oncol. 2019 Aug 2;9:720. doi: 10.3389/fonc.2019.00720
**Supplement:** Supplementary file 1

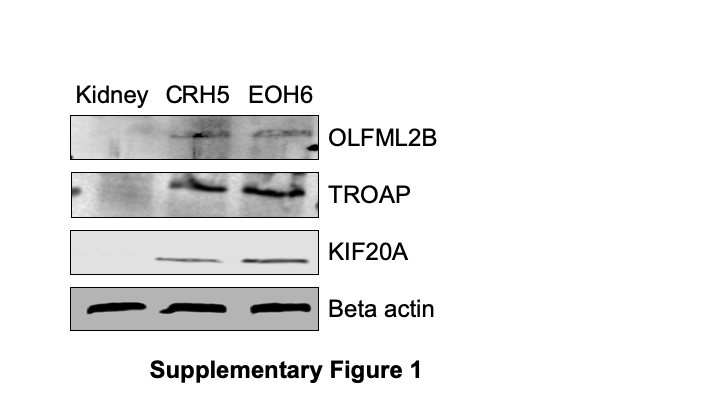

**Supplementary Figure 1. CRH5 and EOH6 MM tumors overexpress 3 of the 7 antigens targeted by p-Tvax.** Western blot analysis was performed with lysates from CRH5 and EOH6 tumors, compared with normal kidney lysate. Antibodies for OLFML2B, TROAP and KIF20A detected specifically the proteins targeted by p-Tvax. Antibodies for KIF2C, MMP9, MNDA and ULBP1 were also tested, but provided unspecific results.

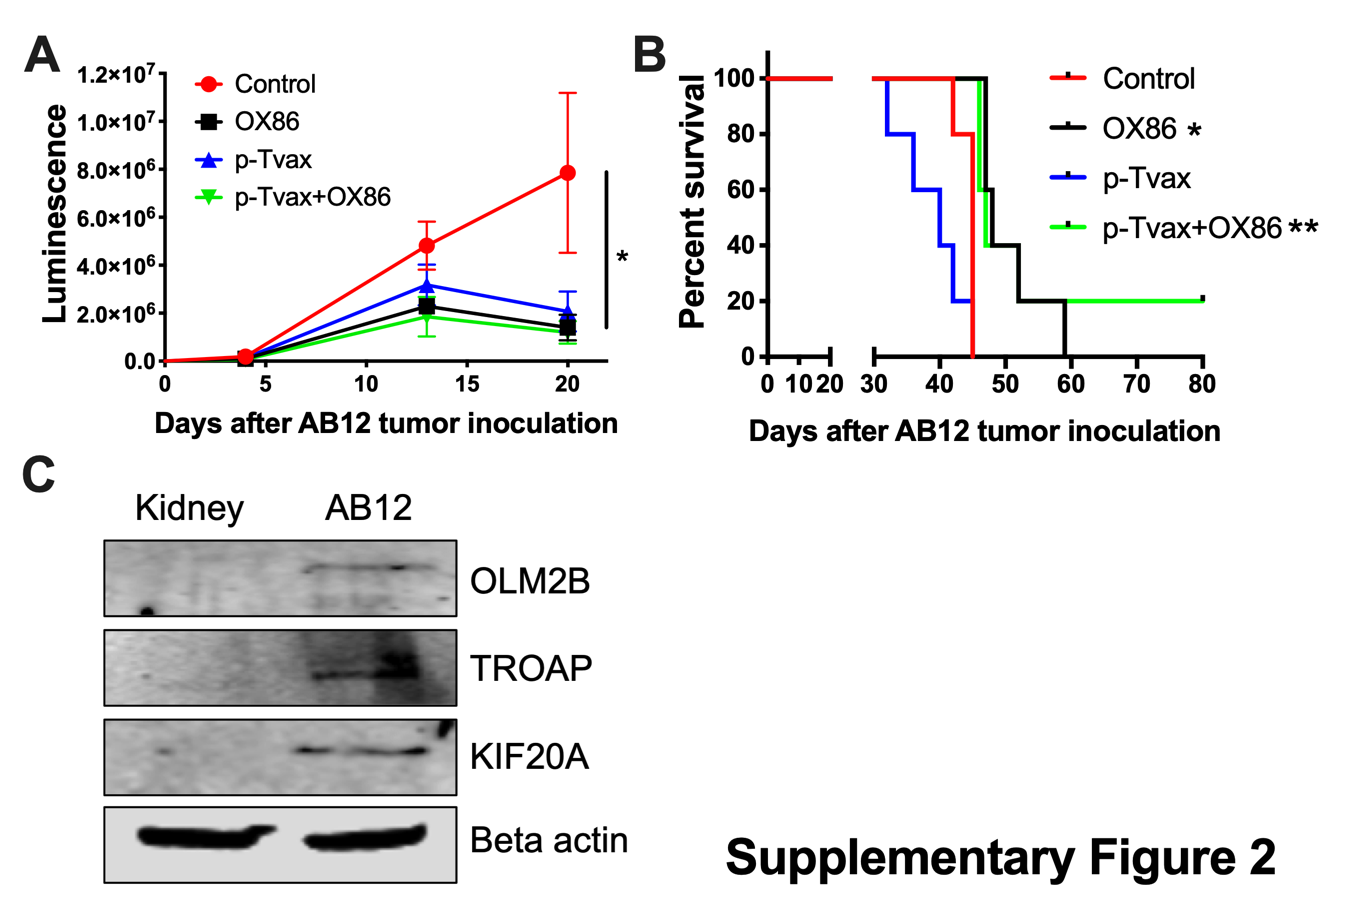

**Supplementary Figure 2. Combination of p-Tvax vaccine and OX40 agonists delays tumor growth and improves survival in AB12 intraperitoneal mouse models of MM.** BALB/c mice were injected i.p. with 5 X 10^4^ AB12 MM cells expressing luciferase. Seven and 14 days after tumor injection, mice were vaccinated with a s.c. injection of p-Tvax peptides. CpG adjuvant was injected at days 5 and 12, while 200 µg of OX86 was injected at day 9 and 14. Tumor volumes are showed on A and animal survivals on B. MM dimensions were assessed by measuring luciferase activity with IVIS imaging following injection with luciferin substrate. Statistical significance between unvaccinated controls and the different treatments was determined by ANOVA followed by Bonferroni test (**p*<0.05, n=5). Survival was assessed by euthanizing mice at first sign of morbidity. Log-rank analysis was used to determine significance between control and single treatment (*), and between single and combination treatments (**) (*p*<0.05, n=5). C) Western blot analysis of AB12 tumors vs normal Kidney for 3 of the 7 antigens targeted by p-Tvax.

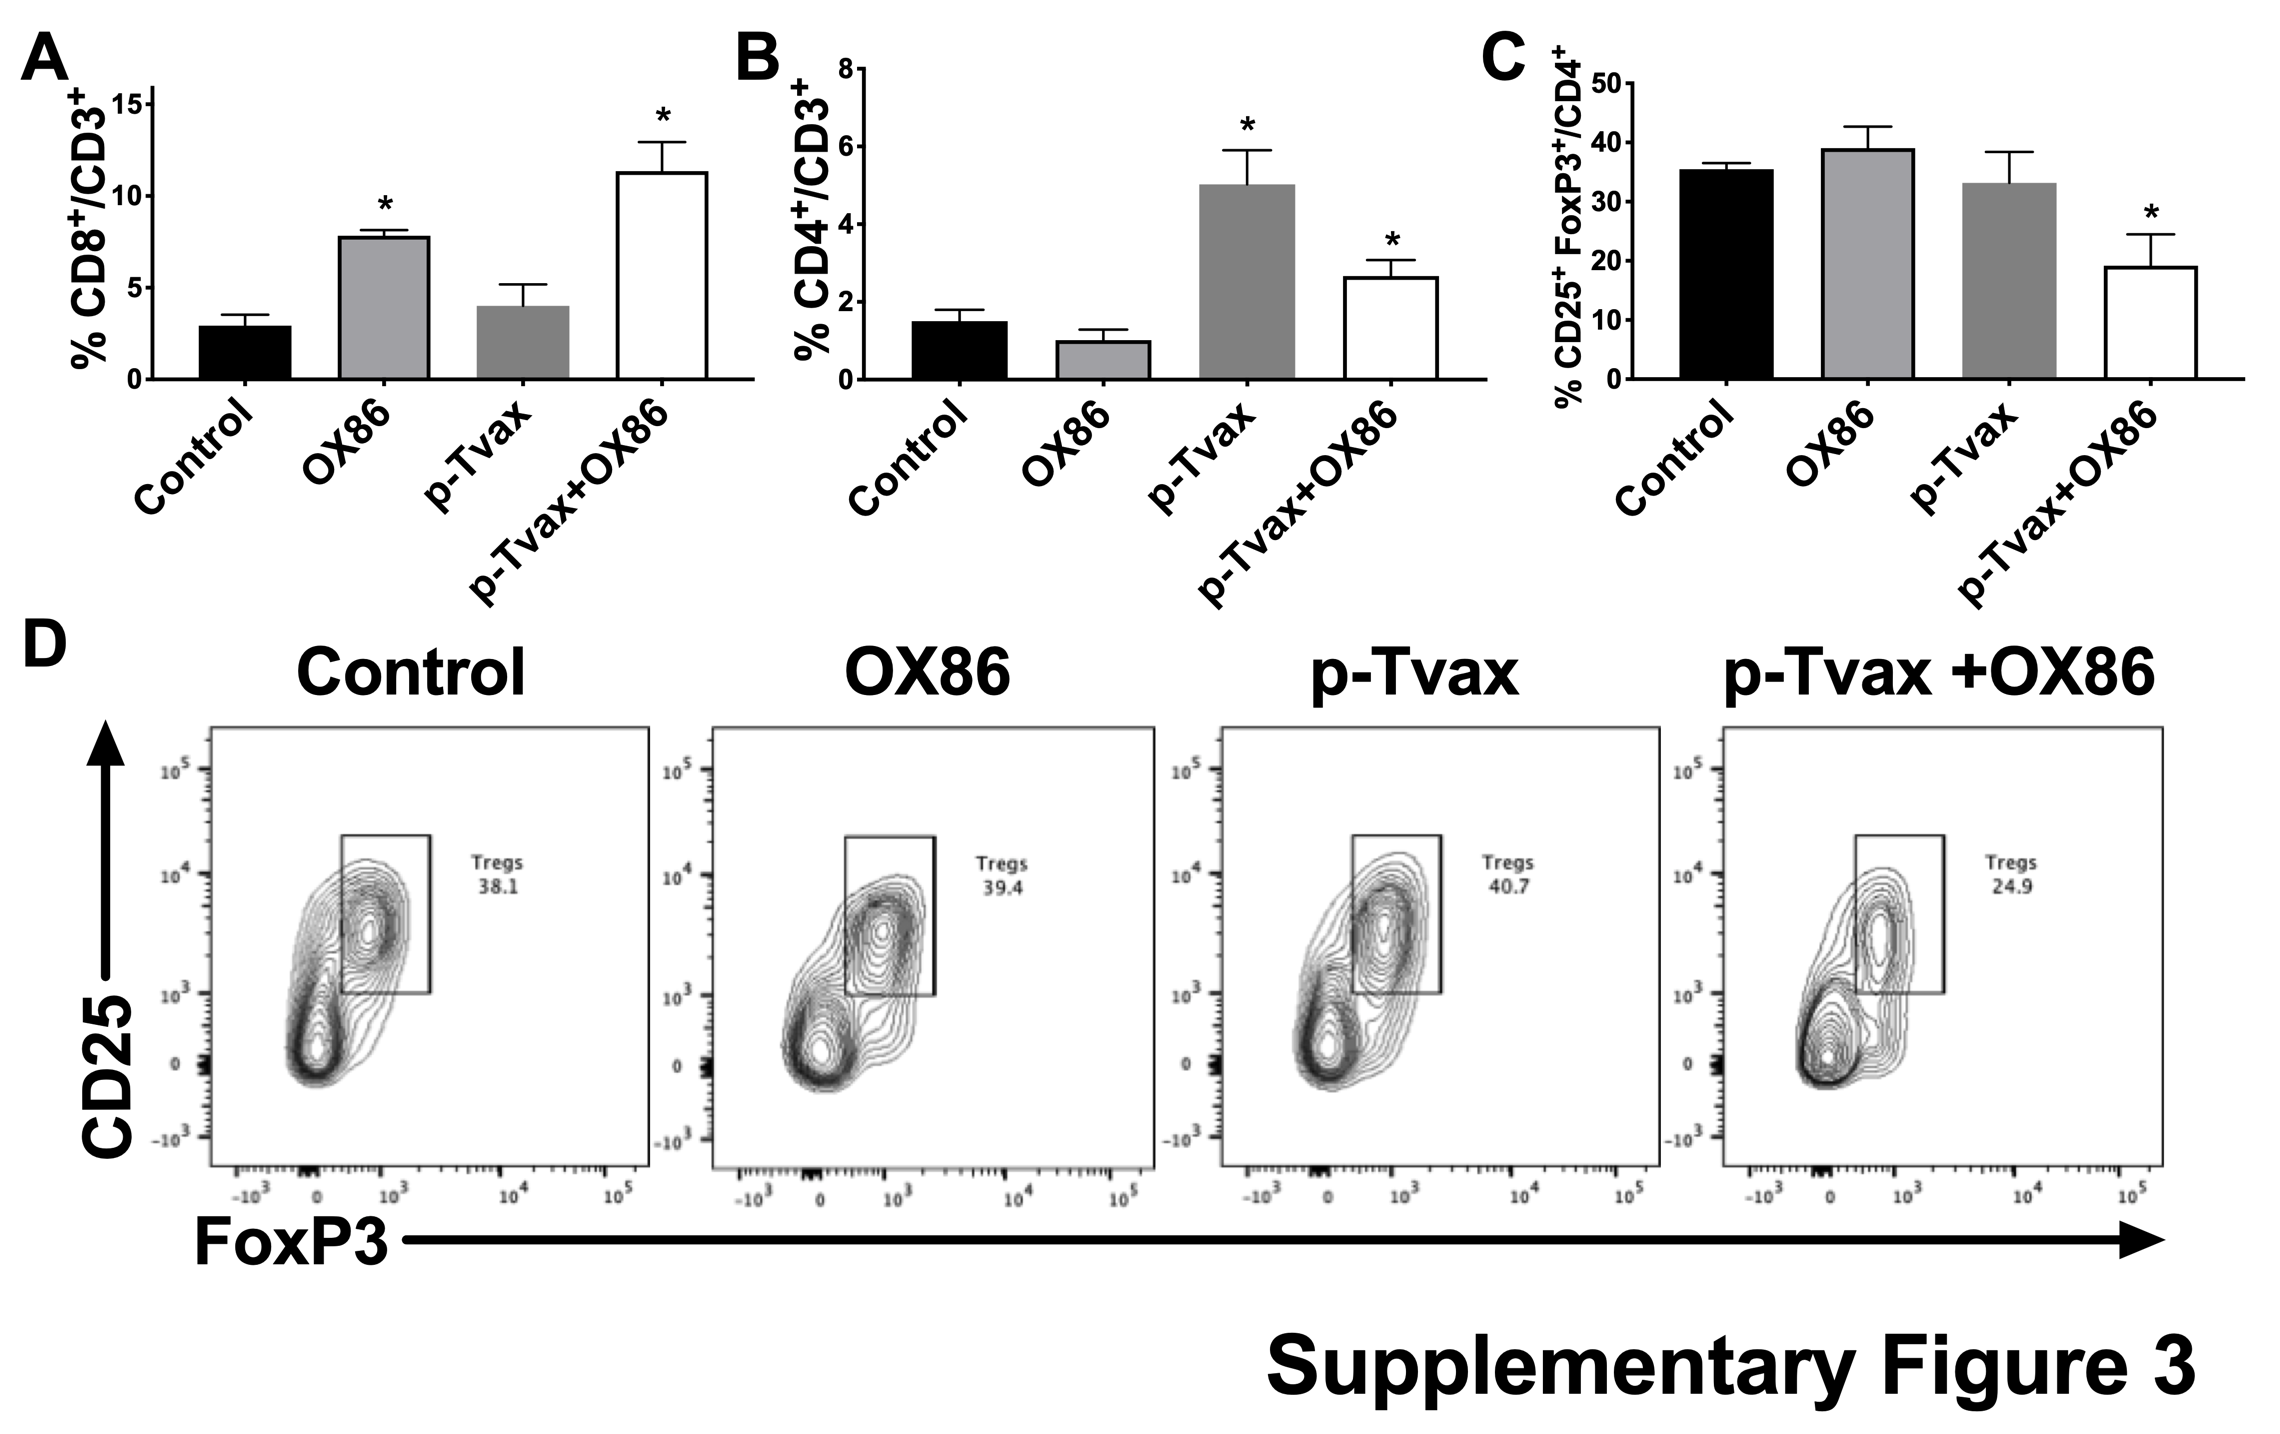

**Supplementary Figure 3. p-Tvax in combination with OX40 agonists induce CD8^+^ and CD4^+^ T cell tumor infiltration while reducing T regulatory cells.** EOH6 tumors from controls or from mice treated with p-Tvax, OX86 mAbs, or with a combination of the two, were collected and enzyme-digested. Staining was performed using anti-mouse CD3, CD8, CD4, CD25 and FoxP3 antibodies with live cells distinguished from debris using LIVE/DEAD^®^ cell viability dye. A) Percentage of CD8^+^ T cells in EOH6 tumors from treated and control mice. Results represent mean ± S.E. with means of each group compared using ANOVA followed by Bonferroni test (**p*<0.05, n=5, Vs. Control). Data for CD4^+^ T cells and Tregs cells are showed respectively in (B) and (C). D) Representative data from flow cytometric analysis of EOH6 tumors in treated and control mice using CD25 and FoxP3 markers for Tregs, including Tregs that were previously gated in the CD3 vs. CD4 dot plot.

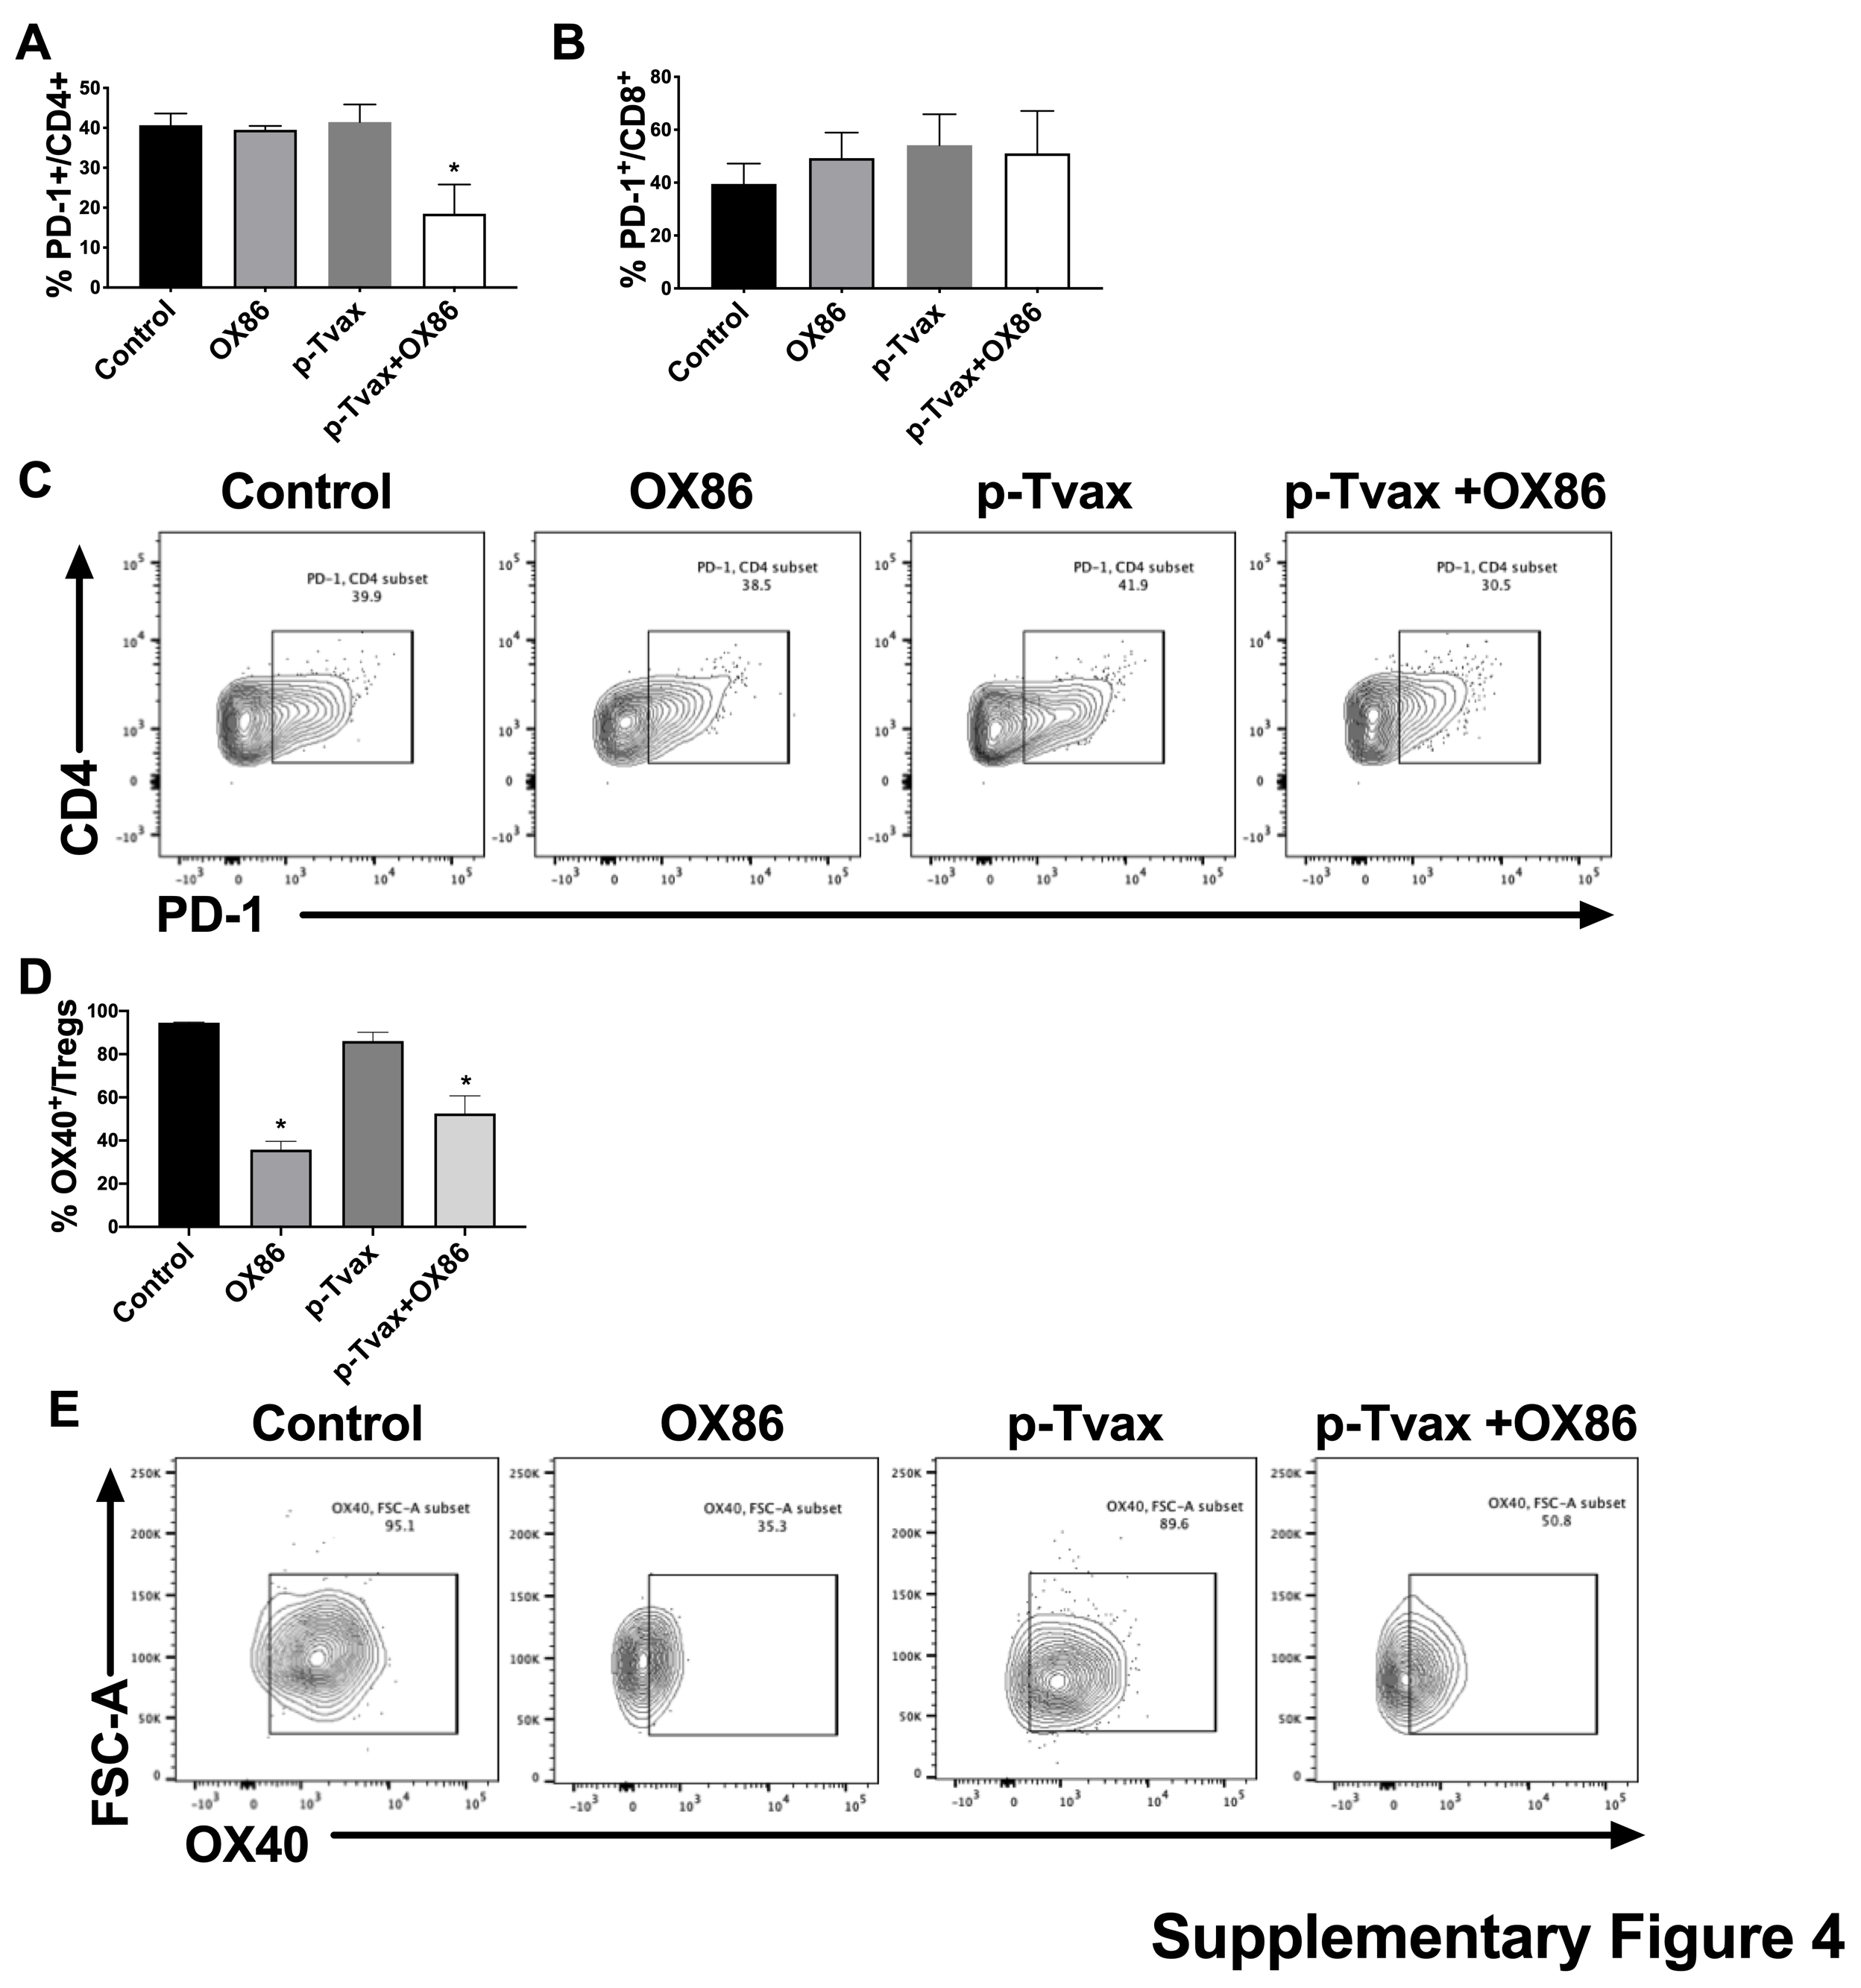

**Supplementary Figure 4. p-Tvax in combination with OX40 agonists reduces the expression of PD-1 in CD4^+^ T cells, and the expression of OX40 in Tregs.** EOH6 tumors from controls or from mice treated with p-Tvax, OX86 mAbs, or with a combination of the two, were collected and enzyme-digested. Staining was performed using anti-mouse CD3, CD8, CD4, PD-1 and OX40 antibodies with live cells distinguished from debris using LIVE/DEAD^®^ cell viability dye. Percentages of PD-1^+^/CD4^+^ T cells in EOH6 tumors from treated and control mice are showed in (A), while percentages of PD-1^+^/CD8^+^ T cells are showed in (B). These results represent mean ± S.E. with means of each group compared using ANOVA followed by Bonferroni test (**p*<0.05, n=5, Vs. Control). C) Representative data from flow cytometric analysis of EOH6 tumors in treated and control mice using CD4 and PD-1 markers, with T cells previously gated in the CD3 vs. FSC-A dot plot. D) Percentages of OX40^+^ Tregs in EOH6 tumors from treated and control mice Results are represented as mean ± S.E. with means of each group compared using ANOVA followed by Bonferroni test (**p*<0.05, n=5, Vs. Control). E) Representative data from flow cytometric analysis of EOH6 tumors in treated and control mice using OX40 mAb, with CD4^+^ Tregs previously gated in the CD25 vs. FoxP3 dot plot.

How the deposited data were processed for this re-analysis (not part of the article)

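The deposited files hold the transcriptome arrays behind Figure 1. Clariom S Mouse arrays were run on RNA of CRH5 tumors (n = 3), EOH6 tumors (n = 3), lung (n = 2) and kidney (n = 2) of BALB/c mice. The deposited values are log2 values that the authors made with Robust Multi-array Average in Array Studio, which corrects for background, quantile normalizes the arrays and summarizes the probes of each transcript cluster. The version of Array Studio and the genome build of the array annotation are not stated, so no coordinates are given. The chromosomes and the order of genes came from a reference table of genes. Values ran from 1.92 to 18.94, and 191 to 218 transcript clusters per array were above 16, so the scale is not that of plain Robust Multi-array Average and the transformation behind it is not known. For this reason no linear folds are given. The files examined hold no data of the vaccination, T cell or tumor growth experiments, and other deposits were not searched.

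The table holds 28846 probe sets. The 6640 controls were left out of the tests and 22206 transcript clusters were tested, without a filter on low values. Gene symbols came from the array annotation, and older symbols of the gene lists were matched through a table of gene names. Of 499 list entries, 449 were matched to a measured gene. For the 55 genes with more than 1 transcript cluster, the one with the highest mean stood for the gene. MNDA was read as Ifi211, the mouse gene for which Mnda is listed as a synonym. This reading was then compared with the levels in Figure 1, which Ifi211 followed and Mndal did not, so the agreement of Ifi211 with the figure is not independent of the choice. The probes were not aligned, so sharing of probes between paralogs was not tested.

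The groups were CRH5 tumors, EOH6 tumors, lung and kidney, as the labels give them. A limma model (limma 3.58.1, R 4.3.3) with a mean per group was fitted to all 10 arrays with 6 residual and 3.41 prior degrees of freedom. The comparisons were tumor vs normal (mean of the tumors minus mean of the normal tissues), each tumor with each normal tissue, CRH5 with EOH6 tumors, and lung with kidney. Transcript clusters at a Benjamini-Hochberg adjusted p under 0.001, the threshold of the paper, were called. Those called in the same direction in all 4 comparisons of a tumor with a normal tissue were counted as higher or lower in both tumors. The genes named in the text were the antigens, the other genes whose proteins the paper names, and those with the largest differences in each comparison, ranked in all 4 comparisons by the difference nearest 0. Foxp3, whose protein the paper names, was not matched to a measured gene. Examples from gene lists were taken from the 4 largest differences of the list in the comparison described. The 31 gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, and their p-values were adjusted over the lists with a threshold of 0.05. These rules, the lists and the alternatives were fixed before the data were examined, apart from the list of osteoclast genes and the alternative without the arrays of EOH6 tumors 2 and 3. The count of transcript clusters lower in both tumors, the values of cell type markers on single arrays and the comparison with control probe sets were added later. Control probe sets served as a guide to detection, by the 95th percentile of the negative controls on each array. A difference from values below it gives a direction, and its size is not determined.

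The alternatives were a one-way analysis of variance without moderation, limma on the compared groups only, a trended and robust moderation, quantile normalization, centring of each array on its median, a filter on low values, the mean of the transcript clusters of a gene, array weights, an adjusted p under 0.05, the sample number of the labels as a replicate block, and each array left out in turn. The closing section gives their effect. The precision is set by the number of arrays, and the paper does not state for the arrays whether they came from separate animals. In simulated data with the spread of these arrays and 22206 transcript clusters, the model called 68.7% of true log2 differences of 2 and 98.5% of those of 4 in tumor vs normal with 0 false calls. It called 28.4% and 77.3% in CRH5 tumors against lung with 0 false calls, and 56.7% and 92.4% in CRH5 against EOH6 tumors with 1 false call. A list planted in the simulated data was called, and 0 of 30 others were. The simulated noise was independent between transcript clusters. The 0 of 30 therefore does not tell how often lists of correlated genes are called falsely with the preset correlation. The levels in Figure 1 were taken from the grey values of its image with a script that was not kept, and were rounded to 2 digits and typed into a table, so this step is not repeated by the analysis. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.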

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

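The tests of macrophages and neutrophils taken apart, of array scaling, of neighbouring genes and of osteoclast genes were chosen only after the results were seen.

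Mmp9 and Ifi211 (read as MNDA) were higher in both tumors than in lung and kidney, and both are also expressed by myeloid cells. The neutrophil markers do not decide whether neutrophils contribute. The higher of the medians of 13 neutrophil markers against lung was -1.55, but lung replicate 2 stood apart in neutrophil genes. Without it, the medians against lung were -0.520 for CRH5 and -1.57 for EOH6 tumors. The list median was 7.07, 7.00 and 6.19 on the CRH5 arrays and 6.04 on lung 1. On every array except lung 2, at 9.61, it was below the 95th percentile of the negative controls. The differences without lung 2 are therefore between values near background. Against kidney the medians of the differences were 1.77 for CRH5 and 0.682 for EOH6 tumors, also between values near background, so neutrophils are not excluded. Macrophages in the tumors may contribute, since the lowest of the 4 medians of 19 macrophage markers was 3.28, but the arrays do not tell whether the mRNA came from macrophages or from tumor cells. The macrophage medians give a direction only, since the list medians in lung and kidney were below the 95th percentile of the negative controls. The test of macrophages and neutrophils as a single myeloid explanation, written before the results, cannot decide, because the lists went apart and the lowest median was -2.65. A higher expression in the MM cells themselves was not tested and stays open.

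Kif20a, Kif2c and Troap encode proteins of dividing cells, and their mean difference in tumor vs normal was 6.47. A larger share of dividing cells in the tumors than in lung and kidney may account for them. The 31 mitosis genes, none of which is an antigen, were also higher, with a median of 5.75. In lung and kidney, these antigens and the median of the mitosis genes were below the 95th percentile of the negative controls. The antigens and the mitosis genes therefore share a direction, and their sizes are not determined and cannot be compared. A shift of whole arrays does not account for the differences of Kif20a, Kif2c and Troap, since array medians lay between 6.77 and 7.10. With each array centred on its median, the smallest of the 12 differences of Kif20a, Kif2c and Troap was 5.26. With medians this close, centring could hardly change the differences, so it does not test other effects of the scale. Whether each MM cell also holds more of these mRNAs than a dividing normal cell was not tested. Between the tumors, Troap was higher in CRH5 than in EOH6 tumors by 2.16 (adjusted p = 2.5e-04) and Kif2c by 1.98 (adjusted p = 6.7e-04), each with 3 of 3 CRH5 arrays above 3 of 3 EOH6 arrays, and the alternatives under which these calls were lost stand in the part on processing.

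Genes higher in CRH5 than in EOH6 tumors lay beside each other, with 7 called genes in the fullest window of 10 neighbours. Chance placement is argued against, since the fullest window over 1000 shuffled gene orders held 5, while for genes lower in CRH5 tumors the fullest window held 4, as many as in 215 of 1000 shuffled orders. From Cct2 to Cand1 on chromosome 10, 10 of 17 measured genes were called, among them Mdm2 by 3.66, Nup107 by 5.38 and Mdm1 by 6.93, and from Amigo2 to Senp1 on chromosome 15, 8 of 11, among them Vdr by 5.63, Hdac7 by 5.48 and Rpap3 by 5.39. The mean of Mdm1 in EOH6 tumors, 8.32, was below the 95th percentile of the negative controls, so the size of its difference is not determined. Extra copies of the regions in the CRH5 line stay open, since the 32 genes of the windows were chosen for their calls. Their medians in CRH5 tumors of 2.98 against lung and 2.86 against kidney (0.132 and 0.410 in EOH6 tumors) therefore do not test extra copies. The 10 uncalled genes between the called ones had a median difference between the tumors of -0.149. Of these 10, the 2 above the 95th percentile of the negative controls on all arrays of a tumor were Lyz1 and Lyz2. They had a median of -1.05 between the tumors, and in CRH5 tumors of -4.34 against lung and 4.75 against kidney. They are 2 genes and Lyz2 is also a macrophage marker, so they do not decide the question. Of the uncalled genes at the ends of the windows, Pfkm was higher in CRH5 than in EOH6 tumors by 2.42 (limma adjusted p = 0.0015). The others, Slc38a2, Slc38a4 and Grip1, differed by 0.006, 0.144 and -0.090. Probes shared between copies of a gene stay open too, since 2 of the 18 called genes share the letters of their symbol with another, but symbols do not measure the sequence of probes.

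Mmp9 differed between lung and kidney by 4.56, Olfml2b by 2.80 and Ulbp1 by 2.99, but on each lung and kidney array all 3 were below the 95th percentile of the negative controls, and with limma on the lung and kidney arrays only the adjusted p was 0.0013 for Mmp9 and 0.0016 for Ulbp1, so the sizes are not read further. CRH5 and EOH6 tumors differed in 857 transcript clusters, and 7 mesothelial markers were lower in CRH5 tumors. With limma on 2 groups, the real split of the 6 tumor arrays called 380 and the highest of the other 9 splits called 0, but 10 splits are too few for a share under 0.05. For tumor vs normal the real split called 1521 and the highest of 99 other splits called 0, so that 1 of 100 splits reached the real count, but of the 210 possible splits into 6 and 4 the real one is the 1 that keeps the 4 groups whole, so the design fixes this outcome and the splits do not tell whether chance can be excluded. Besides the antigens, 784 transcript clusters that the paper does not report were higher in both tumors than in both normal tissues. A set of 12 osteoclast genes, written after the values were seen, was higher in EOH6 than in CRH5 tumors for all 12 genes, with a median CRH5 minus EOH6 difference of -4.79, among them Ctsk at -8.48, Dcstamp at -7.37 and Atp6v0d2 at -9.48, and since the genes were picked for their values the count is not a test. In CRH5 tumors the means of Ctsk and Atp6v0d2, 8.60 and 6.26, were below the 95th percentile of the negative controls, so the sizes of their differences are not determined.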

How the results depend on the processing

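The alternative without the arrays of EOH6 tumors 2 and 3 was chosen after the data were seen. Each antigen was called in each tumor against each normal tissue (28 of 28 tests) under every alternative that was run and with each array left out. With a one-way analysis of variance without moderation, tumor vs normal gave 1090 transcript clusters, CRH5 vs lung 2805, EOH6 vs lung 2012, CRH5 vs EOH6 235, lung vs kidney 2842, higher in both tumors than in both normal tissues 466 and lower in both tumors than in both normal tissues 316. With limma on the compared groups only, the numbers were 1521 for tumor vs normal, 1582 for EOH6 vs lung, 3024 for EOH6 vs kidney, 380 for CRH5 vs EOH6, 2692 for lung vs kidney, 322 higher in both tumors and 293 lower in both. Between single groups, the analysis of variance keeps the model of 4 groups with its 6 residual degrees of freedom and loses the 3.41 prior ones. Limma on the compared groups only leaves fewer residual degrees of freedom. In tumor vs normal both settings take the arrays as 2 groups, so that differences between CRH5 and EOH6 tumors and between lung and kidney enter the residual. The cause was not tested further. With a trended and robust moderation, CRH5 vs EOH6 gave 1387 (the cause was not tested). At an adjusted p under 0.05 the numbers were 10883 for tumor vs normal, 8988 for CRH5 vs lung, 10404 for CRH5 vs kidney, 7862 for EOH6 vs lung, 9653 for EOH6 vs kidney, 4207 for CRH5 vs EOH6, 8716 for lung vs kidney, 2023 higher in both tumors and 1277 lower in both, and 124 in place of 28 list members differed in CRH5 vs EOH6, by the looser threshold. No pairing of the arrays by the sample numbers of the labels was seen, since 1 of 13 pairs with the same number had a correlation of their deviations over 0.1 (-0.079 to 0.147) and 4 of 10 arrays correlated best with their own number. The deviations of the lung arrays mirror each other, as do those of kidney, so the pairs are not independent and a weak pairing cannot be excluded. As a replicate block the sample numbers gave 526 for CRH5 vs EOH6. Without EOH6 tumors 2 and 3, EOH6 vs lung gave 1954, EOH6 vs kidney 3525, CRH5 vs EOH6 390 and higher in both tumors 376, with fewer arrays. With an estimated correlation in camera, 2 gene lists were called in tumor vs normal in place of 20, and 0 in CRH5 vs EOH6 in place of 8, while fry called 25 and 8.

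Leaving out each array in turn gave 5013 to 6242 for tumor vs normal, 2458 to 4356 for CRH5 vs lung, 4188 to 6128 for CRH5 vs kidney, 1805 to 3094 for EOH6 vs lung, 3554 to 4997 for EOH6 vs kidney, 404 to 757 for CRH5 vs EOH6, 2784 to 4409 for lung vs kidney, 410 to 684 higher in both tumors and 361 to 563 lower in both. Where lung or kidney was left with 1 array, it is assumed to vary like the other groups. The log2 difference of Cd274, tumor vs normal, which was not called, was -0.181 without EOH6 replicate 2 and 0.675 without EOH6 replicate 3. Kif2c and Troap, called between the tumors, were not called with the one-way analysis of variance, the replicate block, without any 1 of the CRH5 arrays, without EOH6 replicate 1 or 3, or without EOH6 tumors 2 and 3, and Kif2c also not with limma on the compared groups only or without any 1 of the lung and kidney arrays. Centring each array on its median moved the median difference of all transcript clusters from 0.063 to 0.235 in tumor vs normal, from 0.090 to 0.393 in CRH5 vs lung and from 0.129 to 0.361 in EOH6 vs lung, and changes below this size are not read as directions. Of the other values of single genes and lists, 4352 kept their direction and side of the threshold, 100 no longer passed it and 35 newly did. Most antigen values in lung and kidney were below the 95th percentile of the negative controls, so differences between low values there are limited by background.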

Differences from the paper's values

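None of 28 group means of the antigens differed from the levels in Figure 1 by the criteria set before the data were examined (over 1.5 times and more than the SD). The factor of 1.5 is a ratio of log2 values, which leaves gaps of several log2 units uncounted, so the criteria do not show that the levels match. The figure's levels, read from the grey values of its image and rounded to 2 digits, are nevertheless on another scale. Mmp9 in EOH6 tumors was at about 13 in Figure 1 and at 17.39 in the deposited values, and Mmp9 in kidney at about 5.6 and at 3.81. Over the 28 pairs, the figure's levels followed the deposited values with a slope of 0.644 and an intercept of 1.83 (r = 0.977 across genes and groups, which are not independent), with a largest distance from the line of 1.32. The transformation between the scales is not stated. The legend of Figure 1 names the colours row Z-scores, but a Z-score of 4 values cannot exceed 1.5, while the colours reach about 13. The paper states that the antigens differed between each tumor and each normal tissue. The tests matched this for all of them, with MNDA read as Ifi211. They did so with limma and with contrasts of the 4 groups in a one-way analysis of variance without moderation. The methods name a one-way analysis of variance between normal and tumor samples, which is not the same test.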

Other observations

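The numbers without the arrays of EOH6 tumors 2 and 3 come from a test chosen after the data were seen. Part of the genes of antigen presentation and interferon response were called higher in tumors than in the mean of lung and kidney, mainly by their difference from kidney, and with an estimated correlation in camera none of these lists was called (adjusted p = 0.455 for each). Of 10 genes of MHC class II presentation, 7 were higher and none lower (8 when adjusted over the list alone), including Ctss by 3.36 and H2-Aa by 2.38. Of 14 genes of MHC class I presentation, 6 were higher and none lower (7 when adjusted over the list alone), including the immunoproteasome gene Psmb8 by 3.42 and the peptide transporter gene Tap1 by 2.71. Of 19 genes of interferon response, 10 were higher and none lower (10 when adjusted over the list alone), including Cxcl10 by 6.42 and Irf7 by 4.00. Of 26 chemokine and cytokine genes, 11 were higher and 1 was lower (12 and 1 when adjusted over the list alone), including Ccl8 by 7.92 and Ccl2 by 6.33. Against lung, limma called none of the MHC class II or class I genes in either tumor, with class II medians of -0.027 in CRH5 (0 higher and 3 lower at an unadjusted p under 0.05) and 0.612 in EOH6 tumors (2 and 2), and class I medians of 0.277 (3 and 2) and 0.339 (4 and 0). Against kidney, 9 and 8 of the 10 class II genes and 7 and 11 of the 14 class I genes were called in CRH5 and EOH6 tumors. Of the interferon genes, 2 were called in each tumor against lung and 10 in each against kidney, and EOH6 tumor 2 had the highest median of the 10 arrays for class I (15.28), class II (14.12) and interferon genes (13.67), and also for the T cell (8.93), NK and cytotoxic (8.50) and regulatory T cell and checkpoint genes (9.75, against 4.84 to 7.63 on the others). Of the chemokine and cytokine genes, 5 were higher and 3 lower in CRH5 and 7 higher and 1 lower in EOH6 tumors against lung. In camera for tumor vs normal these 4 lists had adjusted p of 0.0031, 5.4e-04, 4.9e-05 and 1.5e-04, and with an estimated correlation of 0.455, 0.455, 0.455 and 0.237. Of 15 regulatory T cell and checkpoint genes, which do not include the unmatched Foxp3, 4 were higher (4 when adjusted over the list alone). These were Tnfrsf9 by 5.31, Lag3 by 3.20, Havcr2 by 2.91 and Tnfrsf4, which encodes OX40, by 2.21. Against lung, 1 of them, Tnfrsf9, was called in each tumor, and Tnfrsf4 was not (adjusted p = 0.0070 in CRH5 and 0.0305 in EOH6 tumors). The camera adjusted p of this list was 0.0031 (adjusted p = 0.492 with an estimated correlation). Tnfrsf4 was not called with the one-way analysis of variance, with limma on the compared groups only, or without CRH5 replicate 1 or any 1 of the normal arrays. On every array Tnfrsf4 was at 7.40 or less, below the 95th percentile of the negative controls. Its difference lies between values near background and is not read further. Of 15 T cell markers, Thy1 and Cd4 were higher (2 when adjusted over the list alone), Cd4 by 2.43, though not with the one-way analysis of variance or with limma on the compared groups only, and against lung limma called no T cell marker, with a Cd4 difference of 1.18 in CRH5 (adjusted p = 0.0344) and 0.506 in EOH6 tumors (adjusted p = 0.363) and, at an unadjusted p under 0.05, 1 marker higher and 2 lower in CRH5 and 1 higher and 1 lower in EOH6 tumors. Cd4 in kidney had a mean of 6.81, and Thy1 is also a member of the list of fibroblasts and collagen matrix. Of 12 dendritic cell markers, 2 were higher (4 when adjusted over the list alone), including Cd209a by 2.54, which was not called against lung in CRH5 (1.05) or EOH6 tumors (0.759). Of 9 B cell markers 5 were lower (5 when adjusted over the list alone), including Cd79a at -3.55, but this decrease was against lung, with medians of -3.09 in CRH5 and -3.30 in EOH6 tumors, where against kidney the medians were 0.055 and 0.459, with 2 markers higher in CRH5 tumors and none lower. Of 13 genes of NK and cytotoxic cells, limma called 0 (0 when adjusted over the list alone), with 7 higher at an unadjusted p under 0.05. This came from kidney, against which 8 were higher in CRH5 and 10 in EOH6 tumors at this unadjusted p, where against lung 0 were higher and 2 lower in CRH5 and 2 higher and 3 lower in EOH6 tumors. Of 13 neutrophil markers, Il1r2 was called, higher by 1.70 (1 when adjusted over the list alone). Of 2 measured NKG2D ligands, Ulbp1 was called (1 when adjusted over the list alone). Pdcd1 had a difference of 2.13 (adjusted p = 0.0932), Cd274 of 0.309 (adjusted p = 0.701), Ctla4 of 1.08 (adjusted p = 0.0191), Cd8a of 1.77 (adjusted p = 0.126), Cd3e of 1.43 (adjusted p = 0.116), Il2ra of 1.03 (adjusted p = 0.0210), Ifng of 1.70 (adjusted p = 0.0212), Gzmb of 1.65 (adjusted p = 0.0109) and Actb of 0.601 (adjusted p = 0.00205), none of them called.

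Of 15 genes of epithelial-mesenchymal transition, 8 were higher and 6 lower in tumors (9 and 6 when adjusted over the list alone). The mesenchymal gene S100a4 was higher by 7.02, and the epithelial genes Cdh1, Itgb6 and Epcam had differences of -6.72, -6.61 and -6.31. Of 20 genes of hypoxia and glycolysis, 9 were higher and 1 lower (10 and 1 when adjusted over the list alone), including Egln3 by 3.51 and Hk2 by 2.47 (camera adjusted p = 0.0116, and 0.647 with an estimated correlation). Against lung, 9 of them were higher in CRH5 and 6 in EOH6 tumors, and against kidney 3 in each, with 2 lower in EOH6 tumors. Of 16 mesothelial markers, 3 were higher and 6 lower (3 and 6 when adjusted over the list alone), including Krt7 at -8.54 and Gpm6a at -6.10. The tumors differed in this list, with medians of 5.33 to 5.94 on the CRH5 and 8.94 to 9.44 on the EOH6 arrays. The medians were 11.41 and 11.42 in lung and 9.47 and 7.65 in kidney, so the pooled difference does not describe both tumors. Of 15 YAP and TEAD targets, 2 were higher and 3 lower (2 and 3 when adjusted over the list alone), including Axl by 3.40 and Crim1 at -1.91. Of 12 tumor suppressors of mesothelioma, 2 were higher and 3 lower (2 and 3 when adjusted over the list alone), including Setdb1 by 0.968 and Rb1 at -1.74, and Mtap was higher in CRH5 than in EOH6 tumors by 3.02. Of 11 housekeeping genes, 5 were higher and 1 lower (7 and 1 when adjusted over the list alone), including Gusb by 2.51 and Sdha at -1.52, which was not called against lung in CRH5 (-0.759) or EOH6 tumors (0.341). Of 14 genes of skeletal muscle, 1 was higher and 1 lower (1 and 1 when adjusted over the list alone), of 11 adipocyte genes Lpl and Pnpla2 were lower (2 when adjusted over the list alone), and of 3 erythroid genes Alas2 and Slc4a1 were lower (2 when adjusted over the list alone). Of 11 keratinocyte genes, limma called 0 (0 when adjusted over the list alone), with 1 higher at an unadjusted p under 0.05.

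Single arrays stood apart in markers of other cell types. On EOH6 tumor 3, Krt5 was 14.13, against 3.91 to 4.65 on the other arrays. Acta1, a skeletal muscle gene, was 14.48 on EOH6 tumor 3, 12.70 on EOH6 tumor 1 and 12.41 on CRH5 tumor 3, against 3.50 to 6.98 on the others. On EOH6 tumor 2, Cd8a was 12.07 and Pdcd1 10.41, where EOH6 tumors 1 and 3 had 8.31 and 6.44 for Cd8a and 5.42 and 4.86 for Pdcd1. On lung 2, the neutrophil genes Ltf and S100a8 were 10.40 and 12.27, against 5.35 and 9.44 on lung 1. Adipoq, an adipocyte gene, was 11.03 on kidney 1 and 5.03 on kidney 2. Without EOH6 tumors 2 and 3, tumor vs normal gave 5238 called transcript clusters, CRH5 vs lung 4200, CRH5 vs kidney 5953, lung vs kidney 4294 and lower in both tumors than in both normal tissues 417.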
